# Differential Gene Expression in Articular Cartilage and Subchondral Bone of Neonatal and Adult Horses

**DOI:** 10.3390/genes10100745

**Published:** 2019-09-25

**Authors:** Ann M. Kemper, Jenny Drnevich, Molly E. McCue, Annette M. McCoy

**Keywords:** transcriptome, skeletal development, joints, developmental orthopedic disease, equine

## Abstract

Skeletogenesis is complex and incompletely understood. Derangement of this process likely underlies developmental skeletal pathologies. Examination of tissue-specific gene expression may help elucidate novel skeletal developmental pathways that could contribute to disease risk. Our aim was to identify and functionally annotate differentially expressed genes in equine neonatal and adult articular cartilage (AC) and subchondral bone (SCB). RNA was sequenced from healthy AC and SCB from the fetlock, hock, and stifle joints of 6 foals (≤4 weeks of age) and six adults (8–12 years of age). There was distinct clustering by age and tissue type. After differential expression analysis, functional annotation and pathway analysis were performed using PANTHER and Reactome. Approximately 1115 and 3574 genes were differentially expressed between age groups in AC and SCB, respectively, falling within dozens of overrepresented gene ontology terms and enriched pathways reflecting a state of growth, high metabolic activity, and tissue turnover in the foals. Enriched pathways were dominated by those related to extracellular matrix organization and turnover, and cell cycle and signal transduction. Additionally, we identified enriched pathways related to neural development and neurotransmission in AC and innate immunity in SCB. These represent novel potential mechanisms for disease that can be explored in future work.

## 1. Introduction

Skeletogenesis is a complex process that is tightly regulated via the interactions of various transcription factors, growth factors and cytokines on progenitor cells of mesenchymal (osteoblast, chondrocyte) and hematopoietic (osteoclast) origin [1,2,3]. Long bones are formed via endochondral ossification, the process whereby the cartilage anlage ossifies and becomes bone. Although most skeletal development occurs in the fetus during gestation, endochondral ossification continues in the post-natal period at the growth plate and articular-ephiphyseal cartilage complex until the time of skeletal maturity [3]. In the horse, most growth plates in the distal limb close within the first year of life [4], although skeletal maturity is not reached until six years of age [5].

Our understanding of the genes and pathways involved in normal skeletogenesis has been largely driven by studies of morphogenesis in model species, including mice [6,7], zebrafish [8], chickens [9], and amphibians [10,11], and by investigation of severe skeletal dysplasias in humans [1]. These have identified a number of significant signaling factors involved in cellular differentiation, proliferation, and maturation, as well as the production of extracellular matrix (ECM) proteins. However, our understanding of the process remains incomplete, and there is evidence that there are differences between species [12]. In particular, most investigations in model species are focused on embryonic stages of development, with relatively little work examining endochondral ossification in the post-natal period except in relation to tissue regeneration [7,13] and bone healing (particularly in sheep models) [14,15].

One reason to investigate pathways of skeletogensis in the post-natal period is that this information may be useful in determining pathophysiology and genetic risk factors for various developmental orthopedic diseases. Developmental orthopedic disease (DOD) is an umbrella phrase used to encompass a variety of conditions related to abnormal growth and development of skeletal structures in young animals. Specific conditions that fall within the constellation of DOD include osteochondrosis, subchondral bone cysts, vertebral malformations, angular limb deformities, non-septic physitis, flexural limb deformities, and incomplete ossification of cuboidal bones [16]. Although DOD affects individuals across species, it is particularly prevalent in the horse, where radiographic surveys suggest that 40-60% or more of foals are affected by one or more manifestations of DOD [17]. Risk factors for DOD are thought to be both genetic and environmental (e.g., diet, biomechanical forces/exercise, conformation, in utero exposures, etc.). In the horse, manipulation of diet and exercise have had limited effect in reducing disease prevalence, thus highlighting the importance of genetics in disease development [17,18]. However, despite strong evidence demonstrating heritability (h^2^ = 0.27–0.52 [19,20,21]), specific genes and variants underlying disease risk in the horse are completely unknown.

While derangements of normal developmental pathways are known to underlie various human skeletal disorders that manifest as significant global skeletal abnormalities in affected individuals (e.g., sclerosteosis and achondroplasia [22]), DOD tends to occur only at specific predilection sites, and thus it is unlikely that the same mutations identified in human skeletal dysplasias also underlie these more focal diseases. A more complete understanding of normal skeletal development pathways in the post-natal period will both increase our understanding of this complex process and help to identify biologically compelling candidate genes underlying disease risk. There are almost certainly many pathways involved in the regulation of skeletal development and growth that have yet to be described [23], and we postulate that examination of tissue-specific gene expression in articular cartilage (AC) and subchondral bone (SBC) will provide a tool to help elucidate these novel pathways. The aim of this work, therefore, was to assemble transcriptomes for equine neonatal and adult AC and SCB and to identify genes that were uniquely or differentially expressed in the neonatal tissue compared to the adults, as well as enriched pathways defined by these genes. 

## 2. Materials and Methods 

### 2.1. Tissue Collection and RNA Extraction

Experimental protocols were approved by the appropriate Institutional Animal Care and Use Committees at the University of Minnesota (protocol #1109B04448) and the University of Illinois (protocols #15188 and 18213). AC and SCB were collected from grossly normal metatarsophalangeal (fetlock), tarsocrural (hock), and femoropatellar (stifle) joints of horses euthanized for reasons unrelated to the study and unrelated to pathology of the hind limbs. Euthanasia was performed in all cases following standard clinical protocols of intravenous overdose of pentobarbital (390mg/mL; 1ml/10lbs {1ml/4.5kg}). Adult horses (*n* = 6; 4 males, 2 females) ranged in age from 8–12 years. Foals (*n* = 6; 5 males, 1 female) ranged in age from 1 day to 4 weeks. Several breeds were represented, although the majority were Quarter Horses (Quarter Horse, *n* = 7; Paint, *n* = 3; Morgan, *n* = 1; Friesian, *n* = 1). Samples were collected immediately following euthanasia and were flash frozen in liquid nitrogen or placed in RNAlater (Qiagen, Valencia, CA, USA) at 4 °C for 24–48 h prior to flash freezing; all samples were subsequently stored at −80 °C until processing. Frozen samples were crushed to powder with a mortar and pestle and placed in TRIzol reagent (Invitrogen, Carlsbad, CA, USA) prior to mechanical homogenization for cell lysis. RNA extraction was performed on spin columns using the RNeasy Micro Kit (Qiagen, Valencia, CA, USA) per manufacturer instructions.

### 2.2. RNA Sequencing

In total, 74 tissue samples were collected from the 12 horses and some were merged to create 56 samples for sequencing (Table S1). In four of the adult horses, samples from the three joints (metatarsophalangeal, tarsocrural, and femoropatellar) were pooled prior to sequencing. In all other cases, samples from each joint were sequenced separately; two foals had two AC samples taken from slightly different depths in the femoropatellar joint (superficial {at the joint surface} and deep {adjacent to the SCB} AC) and these were sequenced separately. For SCB, this resulted in a total of 18 sequenced foal samples (from 6 foals) and 10 sequenced adult samples (from 6 adults). Two of the adult AC samples failed (one each from the metatarsophalangeal and femoropatellar joints), resulting in a total of 20 sequenced foal samples (from 6 foals) and 8 sequenced adult samples (from 6 adults) for this tissue. All samples were subjected to standard library preparation and sequencing (100 base-pair, paired-end) on an Illumina Hi-Seq sequencer. The four adult horses (8 samples) in which tissue from the three joints was pooled were sequenced at the University of Minnesota Genomics Center (UMGC) on an Illumina Hi-Seq 2500. The remaining samples were sequenced at the University of Illinois Roy J Carver Biotechnology Center (RJCBC); the first four foals (24 samples) were sequenced on an Illumina Hi-Seq 2500 while the remaining samples (2 adults, 2 foals; 24 samples) were sequenced on an Illumina Hi-Seq 4000. Potential batch effects were accounted for in the statistical methods (below). RNA sequences have been deposited into the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GSE135322).

### 2.3. Data Analysis

#### 2.3.1. Alignment and Gene-Level Quantification

Full details of the data analysis methods can be found in Appendix A. In brief, the samples were quality checked using fastp [24] (version 0.19.5), then trimmed using Trimmomatic [25] (version 0.38). Salmon [26] (version 0.11.3) was used to quasi-map reads to the transcriptome from NCBI’s EquiCab3.0 and Annotation Release 103 and quantify the abundance of each transcript, which were summed to gene-level using tximport [27]. At this point, gene counts for the two tissues were analyzed separately. Additionally, gene-level counts were added together for the two foals that had two samples of AC collected from the femoropatellar joint.

#### 2.3.2. Filtering, Clustering and Surrogate Variable Analysis 

While the NCBI EquCab3.0 Annotation Release 103 transcriptome has a total of 29,196 genes, a large proportion of these are not expected to have detectable expression. Genes without at least 1 cpm (counts per million) in at least 2 samples were filtered out, leaving 16,440 genes to be analyzed for differential expression in AC (accounting for 99.92% of reads) and 18,009 genes to be analyzed for differential expression in SCB (accounting for 99.91% of reads). After filtering, TMM normalized log2-based count per million values (logCPM) were calculated using edgeR’s ‘cpm’ function with prior.count=3 to help reduce variability in fold-changes of extremely low expression genes [28]. 

The main variable of interest was age (foals vs adults), with location (metatarsophalangeal vs tarsocrural versus femoropatellar joints) of secondary interest. 

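Libraries were compared in pairs by the root mean square difference of their deposited log2 CPM over all genes of the tissue. In the 2 adults sampled joint by joint, 6 pairs of SCB libraries from different joints of the same horse differed by 0.603 ± 0.0518 (SD). The 3 pairs from the same joint of the different horses differed by 0.767 ± 0.0730 (SD), and the 6 pairs from different joints of different horses by 0.784 ± 0.102 (SD). In AC, these 2 adults had 4 libraries, the fetlock and hock of one horse and the hock and stifle of the other. The 2 AC pairs from the same adult differed by 0.869 and 1.17, the 1 pair from the same joint of both adults by 0.890, and the 3 remaining pairs by 1.26 ± 0.231 (SD). The fetlock library of horse 7 had the fewest AC reads (9.58 megareads) and 1884 genes without reads. The AC pairs that include it differed by 1.17, 1.37 and 1.41, and those without it by 0.869, 0.890 and 0.992. Joint and horse therefore cannot be told apart from this library in AC. Among the foals, 18 pairs from different joints of the same foal differed by 0.775 ± 0.149 (SD) in AC and 0.791 ± 0.218 (SD) in SCB. The 45 pairs from the same joint of different foals differed by 1.08 ± 0.220 (SD) in AC and 1.07 ± 0.234 (SD) in SCB. Pairs share libraries and are not independent, so no test was run on them.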

Since the two adult horses with separate samples for each joint showed very little difference between joints in either tissue (see Appendix A.4), the four adult horses who had their three joint locations pooled per tissue were each assigned to one of the locations to balance out sex and replicate number for the statistical analysis. While this invalidates any within-location adult comparisons, it allows for overall foal vs. adult comparisons, which was the primary variable of interest. Additionally, there were many nuisance variables including individual horse effects, foal age, sequencing year, and sex. Some of the nuisance variables were partially or completely confounded, making it difficult to adjust for them in a traditional manner. Instead, we employed surrogate variables analysis [29,30] that estimated five continuous quantitative variables within each tissue that were added as covariates to the model of age * location to correct for extraneous variation in the samples when testing for differential expression. The effects of surrogate variables can also be removed directly from the normalized logCPM values for visualization purposes, such as multidimensional scaling (MDS) clustering and heatmaps of expression patterns (see Appendix A.5).

#### 2.3.3. Differential Expression Testing

Differential gene expression analysis was performed using the limma-trend method [28,31] on the logCPM values using a model that treated the six different age x location groups as a single factor, plus the 5 surrogate variables. The single factor model gives equivalent results as a traditional 2-factor model, but is easier to make explicit contrasts [32]. Pairwise comparisons were made for within-location age differences (foal vs adult for each joint) and within-age location differences (metatarsophalangeal versus tarsocrural, tarsocrural versus femoropatellar, and metatarsophalangeal versus femoropatellar for each age). Multiple testing correction using the false discovery rate (FDR) method [33] was initially done separately for all nine comparisons. However, due to the large number of expression changes across ages, but the few expression changes across locations, the same raw *p*-value ended up with very different FDR *p*-values in different contrasts. 

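The dependence of the adjusted p-value on the contrast was measured with limma's test of no change, fitted to all libraries of a tissue. With Benjamini-Hochberg adjustment within each contrast, the largest raw p that passed an adjusted p of 0.05 in AC was 0.0111, 0.0119 and 0.00965 for foals against adults in the fetlock, hock and stifle. For the foal joint contrasts in AC it was 7.73e-05 for fetlock against hock, 3.47e-04 for hock against stifle and 8.31e-04 for fetlock against stifle. In SCB it was 0.0243, 0.0252 and 0.0215 for the 3 age contrasts, and 2.0e-06, 9.11e-05 and 4.98e-04 for the same foal joint contrasts. With all 9 contrasts adjusted together, the largest raw p that passed in any contrast was 0.00304 in AC and 0.00701 in SCB. Under this global adjustment and a test against a fold change of 1.5, the AC of foals had 29 DE genes between fetlock and hock, 40 between hock and stifle and 80 between fetlock and stifle, 101 in all. The SCB of foals had 13, 27 and 86 DE genes in these contrasts and 95 in all. Each foal gave all 3 joints, and the deviations of a foal's libraries from their joint means correlated across genes, with a mean r of 0.565 over 18 pairs from the same foal in AC and -0.131 over pairs from different foals; genes are not independent replicates. In SCB the corresponding means were 0.564 and -0.138. With the foal as a fixed block and without surrogate variables, 82 genes differed between joints in AC, 66 of them among the 101, and 25 in SCB, 16 of them among the 95.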

To combat this, the pairwise comparisons were also FDR corrected together using the “global” method so that the same raw *p*-value in all contrasts ended up with the same FDR *p*-value. At a global FDR *p*-value < 0.05, thousands of genes were significantly DE (~2000 in AC, ~7000 in SCB), therefore we used an additional “TREAT” test [34] to select genes that had a |fold-change| (FC) significantly larger than 1.5 prior to functional annotation, which prevents biases towards low expression genes that occur during the common practice of requiring a *p*-value threshold from a regular statistical test of no change in expression and simultaneously a minimum fold-change threshold [28].

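In limma's test of no change with the adjustment over all 9 contrasts, 2412 AC genes had an adjusted p under 0.05 between foals and adults in the fetlock, 2603 in the hock and 2209 in the stifle. In SCB the corresponding counts were 7178, 7447 and 6294 genes. The residual degrees of freedom of the fits were 15 in AC and 17 in SCB.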

#### 2.3.4. Functional Annotation and Pathway Analysis

Gene symbol, gene name, Entrez gene identification, gene ontology (GO) identification, and GO terms for each gene were obtained using Bioconductor’s [35] AnnotationHub [36] web resource to pull the “OrgDb” for *Equus caballus* from NCBI. KEGG pathways for each gene were retrieved directly from http://www.genome.jp/kegg using the KEGGREST package [37].

Entrez gene IDs were converted to protein IDs using NCBIs “Batch Entrez” retrieve function (hittps://www.ncbi.nlm.nih.gov/sites/batchentrez). The associated FASTQ protein sequences were input into the EggNOG database [38] (version 4.5.1) to identify orthologues across species. This allowed consensus gene names and UniProt gene identifiers to be assigned to DE genes rather than the species-specific identifier from the EquCab3.0 annotation. UniProt gene IDs for all DE genes were input into PANTHER [39] (version 14.1). The PANTHER Overrepresentation Test was performed to identify enriched GO-slim terms for molecular function, biological process, and cellular component within the gene set [40]. For all tests, a Fisher’s exact test was used with FDR correction. Significance was set at FDR *p* < 0.05.

Pathway analysis was performed using both PANTHER (Reactome version 65) and the Reactome Pathway Knowledgebase [41]. While PANTHER leverages the Reactome database for its analysis, the two programs employ different algorithms for determining significant overrepresentation (enrichment). PANTHER employs a Fisher’s exact test with FDR correction, while Reactome utilizes a hypergeometric test that produces a probability score that is subsequently corrected for FDR. For both analyses, significance was considered at FDR < 0.05. 

## 3. Results

### 3.1. MDS Clustering

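Gene expression was measured by RNA sequencing in AC and SCB of 6 foals, 1 to 28 days old, and 6 adult horses. Each foal gave a library of the metatarsophalangeal joint (fetlock), the tarsocrural joint (hock) and the femoropatellar joint (stifle), so that each tissue had 18 foal libraries. For 4 adults the 3 joints were pooled into 1 library per tissue, which was assigned to a joint as in Table S1. With the 2 adults sampled joint by joint, there were 8 adult libraries of AC (3 fetlock, 3 hock and 2 stifle) and 10 of SCB (4 fetlock, 3 hock and 3 stifle). The 4 pooled adults were sequenced in 2012, 4 foals in 2016, and 2 foals and 2 adults in 2018, so that only 2018 holds both ages. The authors deposited log2 CPM, with library sizes scaled by the trimmed mean of M values (TMM) within each tissue and a prior count of 3 added. The counts behind them were estimated by the authors with Salmon and tximport on the EquCab3.0 transcriptome, and for 2 foals the gene counts of 2 stifle AC samples were summed. Table S1 gives the reads assigned to transcripts, which ranged from 18.2 to 45.1 megareads (M) per library (median 29.1) in foal AC and from 9.58 to 35.3 M (median 22.2) in adult AC. In SCB they ranged from 11.0 to 30.3 M (median 24.0) in foals and from 14.5 to 33.6 M (median 22.2) in adults. A gene without reads in a library has the lowest value of its tissue, -3.17 log2 CPM in AC and -2.96 in SCB. Differential expression was tested with limma on the deposited values, with the 6 combinations of age and joint and 5 surrogate variables estimated by iteratively reweighted surrogate variable analysis in the model. The foal minus adult difference in each joint was tested against a fold change of 1.5 (TREAT, two-sided), with the Benjamini-Hochberg adjustment over all 9 contrasts of age and joint together. A gene was DE when its adjusted p was under 0.05 in at least 1 joint. The log2 fold change of a gene is the mean over the 3 joints with its standard error (SE) from the same fit, and its adjusted p is the smallest of the 3 joints. Values per age group are means of 1 value per horse, averaged over its joints, with the SD over horses, and were compared by a two-sided exact permutation test of 6 foals against 6 adults, whose smallest possible p is 0.00216. Gene positions are those of EquCab3.0 in the deposited files.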

For AC (Figure 1A), Dimension 1 separates the adults from the foals and explains 47.9% of the total variability in gene expression values. Dimension 2 explains 8.6% of the total variability and roughly separates foals by location, but not adults. Similarly, for SCB (Figure 1B), Dimension 1 separates the adults and foals and explains 66.8% of the total variability in gene expression values. 

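Multidimensional scaling was run with limma on the 26 AC libraries, using the 5000 genes that differ most in each pair of libraries, after the surrogate variables had been removed. Dimension 1 carried 47.8% of the variance, with libraries between 0.310 and 0.767 in foals and between -1.33 and -1.12 in adults (1 value per horse, exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 allow). With the same 5000 genes for all pairs, the alternative that moved this share most, dimension 1 carried 52.0%. The surrogate variables were estimated with age and joint protected, so that their removal keeps these differences and takes away others. The permutation tests shuffled the finished coordinates without repeating the removal, so their p-values do not allow for this. Dimension 2 carried 8.60% of the variance. The foal libraries lay at 0.246 ± 0.0840 (SD, n = 6) on it for the fetlock, 0.00165 ± 0.164 (SD, n = 6) for the hock and -0.234 ± 0.130 (SD, n = 6) for the stifle. Joint accounted for 81.2% of the variance of this dimension within foals (exact permutation test over 46656 orders of the joint labels within foals, one-sided, p = 1.29e-04, adjusted over 8 dimensions 5.14e-04). It also accounted for 96.4% on dimension 3 and 78.7% on dimension 6 (exact permutation test, adjusted p 5.14e-04 and 0.00171). The adult horse means ranged from -0.667 to 0.467 on dimension 2, both ends being horses sampled joint by joint. Horse 7 lay at 1.03 in the fetlock and -0.10 in the hock, and horse 11 at -0.41 in the hock and -0.93 in the stifle. As the 2 horses gave different joints, their means mix joint and horse.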

Dimension 2 explains 4.8% of the total variability and separates foals by location, particularly the femoropatellar joint (stifle) from the other two. 

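On the 28 SCB libraries, dimension 1 carried 66.8% of the variance after removal of the surrogate variables, with foal libraries from 0.62 to 0.944 and adult libraries from -1.59 to -1.17. Dimension 2 carried 4.81%. Its mean over the 6 foals was -0.317 ± 0.0922 (SD, n = 6) in the fetlock, -0.108 ± 0.128 (SD, n = 6) in the hock and 0.431 ± 0.143 (SD, n = 6) in the stifle. The joint accounted for 91.3% of its variance within foals, with an adjusted p of 0.00103 from the exact permutation test of the joint labels. None of the dimensions 3 to 8 had an adjusted p under 0.05 for the joint, the smallest being 0.288 (exact permutation test). As in AC, the removal protected joint and the test shuffled the finished coordinates, so these p-values do not allow for the removal. Before it, joint accounted for 60.0% of dimension 2 within foals (exact permutation test, one-sided, adjusted p 0.0298).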

Adults were not expected to cluster by location in either tissue due to the four pooled samples. 

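In the limma fit, the 3 joint contrasts among adult libraries gave 63 DE genes in AC, of which 32 differed between fetlock and hock, 6 between hock and stifle and 37 between fetlock and stifle. In SCB they gave 27 DE genes, with 3, 15 and 13 in these contrasts. Each of these contrasts mixes libraries of single joints with pooled libraries that were assigned to the joint.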

### 3.2. Differential Expression

#### 3.2.1. Articular Cartilage

In AC, 1115 genes were differentially expressed (DE) (FC > |1.5|, global FDR < 0.05) between adults and foals; 642 genes were upregulated and 446 downregulated in the foal samples when compared to the adults (Table 1; Table S2). 

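Of the 16440 genes tested in AC, 1116 (6.79%) were DE. In all 3 joints the estimate was above 0 for 643 of them and below 0 for 446, and the sign differed between joints for 27. In the fetlock, 396 genes were higher and 212 lower in foals, in the hock 367 and 288, and in the stifle 349 and 260. The gene STAG3, on chromosome 13 from 8654357 to 8679911, had a log2 fold change of 2.44 (SE 0.52) and an adjusted p of 0.0498, in the fetlock; it is the 1 DE gene that Table S2 does not list, and was named after its values were seen. The median absolute log2 fold change of the DE genes was 2.34. All 6 foals lay on one side of all 6 adults for 571 of the DE genes and for 1761 of all genes (10.7%), where random labels give 0.216%. Among all alternatives the count moved most with limma's test of no change, to 4196 genes, and the lowest count, 397, came with sequencing year in place of the surrogate variables. With 1 value per horse and no surrogate variables 1140 genes were DE, 664 of them among the 1116. Within the 2018 libraries, the year with both ages, 1093 of the 1116 genes had the same direction, although these libraries also served to call them. Of 3610 genes called from the 2012 and 2016 libraries alone, where age and year cannot be told apart, 73.4% had the same direction in the 2018 libraries of other horses. 

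**Figure D1:**
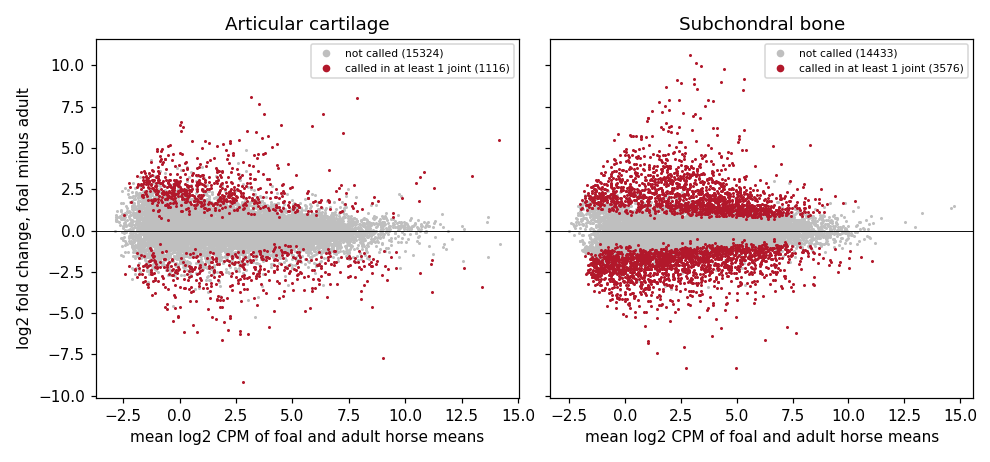
Log2 fold change (foal minus adult, mean of 3 joints) against mean log2 CPM for each gene in AC and SCB, with genes that were DE in at least 1 joint in red (1116 in AC and 3576 in SCB) and all others in grey. The DE genes lie above and below 0 over most of the range of expression.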

Genes that were DE in each of the three joint locations were not completely concordant (Figure 2A). 

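Of the DE genes in AC, 236 (21.1%) passed the threshold in all 3 joints, 284 (25.4%) in 2 and 596 (53.4%) in 1. The genes that passed in a single joint were 230 in the fetlock, 177 in the hock and 189 in the stifle. Across all genes, the log2 fold changes correlated at 0.799 between fetlock and hock, 0.832 between hock and stifle and 0.731 between fetlock and stifle; genes are not independent replicates. When the difference of the age contrasts between joints was itself tested with limma, 8 genes had an adjusted p under 0.05. Among these 8, MRPL44 was at the lowest value of the tissue in just the 3 libraries assigned to the adult fetlock, and LOC111771726 was above it only there. Of these libraries 2 were pools of all 3 joints. A pool without MRPL44 reads had none from the hock or stifle either, which argues against a difference of the fetlock alone for MRPL44.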

The gene set comprising the union of DE genes across all 3 locations was used in downstream analysis to characterize the pathways differentially expressed between foal and adult AC.

#### 3.2.2. Subchondral Bone

In SCB, 3574 genes were DE (FC > |1.5|, global FDR < 0.05) between adults and foals; 1658 genes were upregulated and 1896 downregulated in the foal samples when compared to the adults (Table 1; Table S3). 

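Of the 18009 genes tested in SCB, 3576 (19.9%) were DE, 1660 of them higher and 1896 lower in foals in all 3 joints, and 20 with a sign that differed between joints. In the fetlock, 1205 genes were higher and 1343 lower in foals, in the hock 1353 and 1360, and in the stifle 1153 and 1250. The median absolute log2 fold change was 1.88. All 6 foals lay on one side of all 6 adults for 2702 of the DE genes, and for 4493 genes (24.9%) in all. The largest count over the alternatives was 9455 genes, with limma's test of no change, and the smallest was 1853, with TREAT against a fold change of 2. With 1 value per horse, 3584 genes were DE in 1 contrast adjusted on its own, a count not like the union of 3 joints. Of these, 2889 were among the 3576. In the model with surrogate variables, 1 contrast of the mean over joints called 3496 of the 3576. In the 2018 libraries alone, which were part of the fit, 3571 of the 3576 genes had the same direction. Of 2941 genes called from the 2012 and 2016 libraries alone, 93.6% had the same direction in the 2018 libraries.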

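In SCB, 1632 of the DE genes (45.6%) passed the threshold in all 3 joints, 824 (23.0%) in 2 and 1120 (31.3%) in 1. The genes found in a single joint were 319 in the fetlock, 385 in the hock and 416 in the stifle. The log2 fold changes correlated across genes at 0.95 between fetlock and hock, 0.916 between hock and stifle and 0.895 between fetlock and stifle. Tested directly with limma, the age difference itself differed between fetlock and stifle for LOC100057212 and TRARG1, each with an adjusted p of 0.042, which were named after their values were seen.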

Genes that were DE in each of the three joint locations were not completely concordant (Figure 2B). The gene set comprising the union of DE genes across all 3 locations was used in downstream analysis to characterize the pathways differentially expressed between foal and adult SCB.

### 3.3. Functional Annotation and Pathway Analysis

#### 3.3.1. Articular Cartilage

PANTHER reports a hierarchical organization of GO-Slim terms that are overrepresented in the genes differentially expressed between foal and adult tissue. GO terms could be assigned to 965 of the 1115 unique DE genes found in AC. Among these, 54 Biological Process terms were overrepresented, falling within 17 hierarchal categories; 23 Molecular Function terms were overrepresented, falling within 10 hierarchal categories; and 28 Cellular Component terms were overrepresented, falling within 11 hierarchal categories. Some genes were included under more than one GO-Slim term. The terminal hierarchical overrepresented terms are shown in Table 2. 

PANTHER identified 18 enriched pathways (9 hierarchal categories) containing 965 genes DE between foal and adult AC. Some genes fell within more than one pathway. In contrast, Reactome assigned 557 of the 965 DE genes to 1097 pathways, of which 11 reached the designated level of statistical significance (FDR < 0.05). Eleven pathways were identified as enriched by both programs: extracellular matrix (ECM) organization, collagen chain trimerization, collagen formation, collagen biosynthesis and modifying enzymes, assembly of collagen fibrils and other multimeric structures, collagen degradation, degradation of the ECM, ECM proteoglycans, integrin cell surface interactions, NCAM1 interactions, and NCAM signaling for neurite outgrowth (Table 3). 

When considering the pathways containing genes differentially expressed between foal and adult AC that were identified as enriched by both PANTHER and Reactome, two broad categories emerged: (1) pathways involved in the production and turnover of the extracellular matrix (ECM organization, collagen chain trimerization, collagen biosynthesis and modifying enzymes, collagen formation, degradation of the ECM, collagen degradation, ECM proteoglycans, assembly of collagen fibrils and other multimeric structures, integrin cell surface interactions); and (2) pathways involved in neural development (NCAM1 interactions, NCAM signaling for neurite out-growth). These functional groupings were also reflected in the overrepresented GO-Slim terms. Enriched pathways (and GO-Slim terms) relevant to ECM organization were largely driven by upregulation of numerous collagen sub-types in the foals, as well as associated matrix metalloproteinases (MMPs), and ADAMTS (a disintegrin and metalloproteinase with thrombospondin motifs) protein family members. 

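Of the 54 genes that Table S5 lists under extracellular matrix organization, all were DE in AC, 36 of them (66.7%) higher in foals. Among the other 1062 DE genes 58.5% were higher in foals, and the shares did not differ (Fisher's exact test, two-sided, odds ratio 1.42, p = 0.259, adjusted over 4 pathways 0.345). This depended on the model, with a p of 0.0279 for 1 value per horse and 0.0136 with quantile normalization added. COL2A1, on chromosome 6 from 66515614 to 66546985, was at 17.43 ± 1.52 log2 CPM (SD, n = 6) in foals and 10.87 ± 1.74 (SD, n = 6) in adults, with a log2 fold change of 5.51 (SE 0.51, adjusted p 7.33e-05). COL9A1, on chromosome 20 from 63022275 to 63104970, was at 12.34 ± 1.30 in foals and 3.40 ± 1.38 in adults (log2 CPM, SD, n = 6), with a log2 fold change of 8.02 (SE 0.36, adjusted p 2.08e-08). In both genes every foal lay above every adult. Of the 14 collagens of Table 4, 11 were higher in foals; the other rises were between 1.58 for COL18A1 and 3.55 for COL11A1. The 1-week-old foal (horse 3) lay below the other 5 foals in COL9A1, COL9A2, COL9A3, COL11A1 and COL11A2, and the 4-week-old foal (horse 6) in COL4A1; for COL18A1 1 adult, horse 9, lay above the other 5 adults. COL4A3 fell by 3.25 (SE 0.56, adjusted p 0.0459), with every foal below every adult. COL6A5 fell by 2.19 (SE 0.48, adjusted p 0.00108) and COL6A6 by 3.21 (SE 0.70, adjusted p 0.0421), both DE in the fetlock alone. Their horse means did not differ between ages, with exact permutation p of 0.924 and 0.558, and horse 9 lay far above the other 5 adults; in COL6A6 the 2-week-old foal (horse 4) also lay above the others. In the 2018 libraries alone COL6A5 had a log2 fold change of 2.05 and COL6A6 one of 0.067, and without surrogate variables COL6A5 was at 0.21. The 11 rises kept their direction in 2018, but most were smaller there. Horse 3 was 1 of the 2 foals of 2018. For the COL9 and COL11 genes the smaller rises cannot be told apart from its low values. COL11A2 was at 0.47, COL16A1 at 0.75, COL9A3 at 1.12, COL8A1 at 1.46 and COL9A2 at 1.58. COL11A1 was at 1.68, COL2A1 at 3.69 and COL9A1 at 6.75. COL4A1, COL18A1 and COL21A1 rose more in 2018 than in all libraries, by 4.77, 3.22 and 4.44. MMP9, on chromosome 22 from 35835605 to 35843060, was at 7.07 ± 1.58 in foals and 0.25 ± 1.41 in adults (log2 CPM, SD, n = 6), with a log2 fold change of 5.60 (SE 0.60, adjusted p 6.20e-04). MMP2 and MMP15 rose by 2.60 and 2.19. ADAMTS3, listed in the files as LOC100050106, rose by 3.59 (SE 0.40, adjusted p 0.00329) and ADAMTS2 by 2.06 (SE 0.45, adjusted p 0.00759). ADAMTS8 fell by 1.47 (SE 0.44, adjusted p 0.0143), was DE in the stifle alone, and had log2 fold changes of 0.17 in the fetlock and 0.11 in the 2018 libraries. Compared with 6.79% of all genes, 35.0% of the 40 collagen genes tested were DE (11 up and 3 down; Fisher's exact test, two-sided, adjusted p 2.84e-06). The same test gave 9 of 34 ADAM and ADAMTS genes (6 up and 3 down, adjusted p 0.00132) and 5 of 16 MMP genes (all up, adjusted p 0.00885). The paper named these families from DE genes of the same libraries, so the excess restates that choice in part. With quantile normalization added, the DE members were 13 up and 2 down, 6 up and 3 down, and 7 up and 0 down. For genes DE in all 3 joints the adjusted p was 0.00408 for collagens, 0.341 for ADAM and ADAMTS genes and 0.115 for MMPs. The paper states that upregulation of collagen sub-types in foals, with associated MMPs and ADAMTS proteins, was largely behind the enrichment. 

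**Figure D2:**
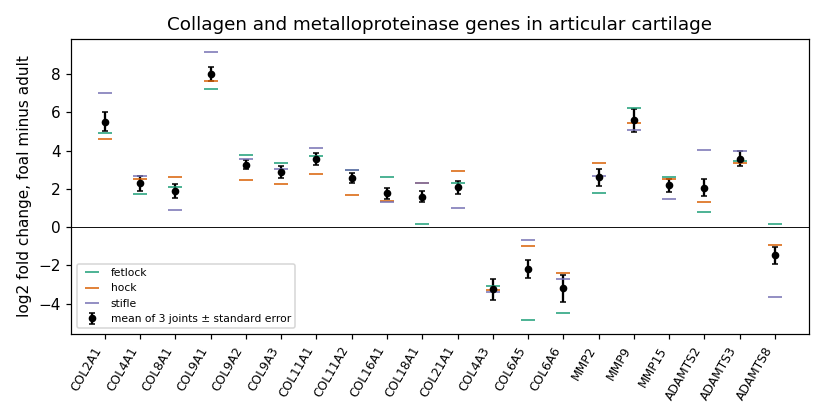
Log2 fold change (foal minus adult) of the collagen, MMP and ADAMTS genes of Table 4 in AC, as the mean of 3 joints with its standard error (black) and as the estimate in each joint (coloured dashes). COL4A3, COL6A5, COL6A6 and ADAMTS8 lie below 0 and the others above 0.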

There was significant overlap of genes across these pathways (Table 4; Table S5). Some collagen subtypes were also prominent members of the pathways more related to neural development, as were cell adhesion molecules. 

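Table S5 lists 14 genes under NCAM signaling for neurite out-growth, all DE in AC, of which 9 (64.3%) were higher in foals. Collagens made up 8 of them, with COL2A1, COL4A1, COL9A1, COL9A2 and COL9A3 higher in foals, and COL4A3, COL6A5 and COL6A6 lower; without surrogate variables COL6A5 and COL6A6 were not DE. Of the calcium channel genes in this list, CACNA1G had a log2 fold change of 2.77 (SE 0.45, adjusted p 0.00147) and CACNA1H one of 2.68 (SE 0.40, adjusted p 0.00163). ST8SIA4 and PRNP fell by 2.52 (SE 0.34, adjusted p 0.00723) and 1.87 (SE 0.21, adjusted p 0.00128), each with all foals below all adults. Under NCAM1 interactions, 8 of the 13 listed genes (61.5%) were higher in foals.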

Again, significant overlap of genes between pathways was observed (Table 4; Table S5).

Additional pathways related to neural development and neurotransmission were identified as enriched by PANTHER, but not by Reactome (Neurotransmitter receptors and postsynaptic signal transmission, Transmission across chemical synapses, Neuronal system, Axon guidance) (Table 3). This functional grouping was also reflected by several overrepresented GO-Slim terms, including dendritic spine organization, synapese assembly, regulation of axonogenesis, and positive regulation of synaptic transmission, among others (Table 2). 

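The semaphorin genes differed in direction in AC. SEMA7A, on chromosome 1 from 120413140 to 120436928, was at 4.37 ± 0.67 in foals and 1.48 ± 1.18 in adults (log2 CPM, SD, n = 6), with a log2 fold change of 2.71 (SE 0.40, adjusted p 0.00758). SEMA4D rose by 2.50 (SE 0.43, adjusted p 0.00841), DE in the fetlock alone, and SEMA3D fell by 1.69 (SE 0.32, adjusted p 0.00194), DE in the stifle alone. SHANK1, SHANK2 and SHANK3 rose by 1.80 (SE 0.27), 1.72 (SE 0.32) and 2.57 (SE 0.29), with adjusted p of 0.00330, 0.0256 and 5.72e-04. In SHANK3, on chromosome 28 from 47266531 to 47317975, horse 9 lay above the other 5 adults and above some foals. SHANK2 was at -0.22 ± 0.36 in foals and -1.30 ± 1.10 in adults (log2 CPM, SD, n = 6, exact permutation p = 0.0346). KCNA1, on chromosome 6 from 33659736 to 33668428, rose by 2.86 (SE 0.41, adjusted p 0.00450), every foal being above every adult. KCNN3 and KCNJ15 fell by 2.14 (SE 0.25, adjusted p 0.00724) and 3.29 (SE 0.38, adjusted p 0.00150), every foal being below every adult; within foals KCNJ15 was far higher in horse 3 than in the other 5, and in SCB it was 2.70 (SE 0.23) higher in foals. By Fisher's exact test (two-sided, adjusted over 16 families) 3 of the 3 SHANK genes tested were DE (adjusted p 0.00132), 10 of 47 potassium channel genes (7 up and 3 down, adjusted p 0.00328) and 5 of 20 semaphorins (2 up and 3 down, adjusted p 0.0188). The paper named these families from DE genes of the same libraries, so an excess of DE genes in them restates that choice in part. With 1 value per horse the adjusted p was 0.0367 for SHANK genes, 0.0744 for potassium channels and 0.0328 for semaphorins, so the excess of potassium channels depended on the model. With quantile normalization added, 2 SHANK genes were DE, both up, and the counts of the other families stayed at 7 and 3, and 2 and 3. For genes DE in all 3 joints, none of these 3 families kept an adjusted p under 0.05, the smallest being 0.457. 

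**Figure D3:**
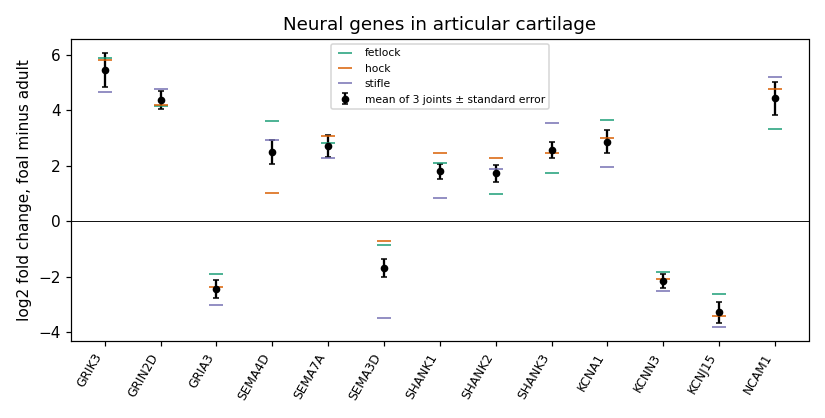
Log2 fold change (foal minus adult) in AC of glutamate receptor, semaphorin, SHANK and potassium channel genes and NCAM1, as the mean of 3 joints with its standard error (black) and as the estimate in each joint (coloured dashes). GRIA3, SEMA3D, KCNN3 and KCNJ15 lie below 0 and the other 9 genes above it.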

Gene families identified within these pathways (and GO-Slim terms) included glutamate receptors (e.g., GRIN2D, GRIA3, GRIK3), semaphorins (e.g., SEMA3D, SEMA7A, SEMA4D), SH3 and multiple ankyrin repeat domains proteins (SHANK1, SHANK2, SHANK3), and potassium channels (e.g., KCNA1, KCNN3, KCNJ15). 

#### 3.3.2. Subchondral Bone

PANTHER reports a hierarchical organization of GO-Slim terms that are overrepresented in the genes differentially expressed between foal and adult tissue. GO terms could be assigned to 2923 of the 3574 unique DE genes found in SCB. Among these, 42 Biological Process terms were overrepresented, falling within 13 hierarchal categories; 27 Molecular Function terms were overrepresented, falling within 11 hierarchal categories; and 34 Cellular Component terms were overrepresented, falling within 12 hierarchal categories. Some genes were included under more than one GO-Slim term. The terminal hierarchical overrepresented terms are shown in Table 5.

PANTHER identified 79 enriched pathways (42 hierarchal categories) containing 2923 genes DE between foal and adult SCB. Some genes fell within more than one pathway. In contrast, Reactome assigned 1789 of the 2923 DE genes to 1769 pathways, of which eight reached the designated level of statistical significance (FDR < 0.05). Three additional pathways nearly reached significance (FDR *p* = 0.052 in the Reactome analysis. Eight pathways were identified as enriched by both programs: ECM organization, neutrophil degranulation, RHO GTPase effectors, signaling by RHO GTPases, amplification of signal from the kinetochores, amplification of signal from unattached kinetochores via a MAD2 inhibitory signal, and resolution of sister chromatid adhesion. The three pathways that nearly reached significance in the Reactome analysis were identified as enriched by PANTHER: deposition of new CENPA-containing nucleosomes at the centromere, nucleosome assembly, and defective B3GALTL causes Peters-plus syndrome (Table 6; Table S7). This last pathway is identical to the normal pathway, O-glycosylation of TSR domain-containing proteins (R-HSA-5173214). 

When considering the pathways containing genes differentially expressed between foal and adult SCB that were identified as enriched by both PANTHER and Reactome, two broad categories emerged: (1) pathways involved in the cell cycle and signal transduction (resolution of sister chromatid cohesion, amplification of signal from kinetochores, amplification of signal from unattached kinetochores via a MAD2 inhibitory signal, deposition of new CENPA-containing nucleosomes at the centromere, nucleosome assembly, RHO GTPase effectors, signaling by RHO GTPases); and (2) pathways involved in ECM organization and tissue formation (ECM organization, integrin cell surface interactions, O-glycosylation of TSR domain-containing proteins). The neutropil degranulation pathway, which was the top pathway in both analyses, does not fall within either of these categories. There was substantial overlap of genes between pathways falling under the same broad category, but little overlap between pathways in different categories (Table S8). Interestingly, the vast majority of genes found in the cell cycle/signal transduction and neutrophil degranulation pathways were upregulated in foals, while those found in pathways involved in ECM organization were more evenly split between upregulation and downregulation (Table S8). In contrast to AC, in which only 60 DE genes comprised the enriched pathways (5% of all DE genes in this tissue), 402 DE genes were found within the enriched SCB pathways (11% of all DE genes in this tissue).

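Table S8 lists 165 genes under neutrophil degranulation, of which 145 (87.9%) matched a gene tested in SCB by symbol. Of these, 125 (86.2%) had a log2 fold change above 0. Among the 144 that were DE, 124 were higher in foals, against 45.0% of the other 3432 DE genes (Fisher's exact test, two-sided, odds ratio 7.59, p = 9.65e-24, adjusted over 4 pathways 3.86e-23). For resolution of sister chromatid cohesion, 48 of 50 genes matched and all 48 were DE, 45 of them (93.8%) higher in foals (odds ratio 17.6, Fisher's exact p = 2.61e-12, adjusted 5.21e-12), with a median log2 fold change of 2.83. For extracellular matrix organization, 101 of 105 genes matched and 47 (46.5%) were higher in foals. Among the 98 of these that were DE 45 were higher, a share that did not differ from the other DE genes (odds ratio 0.972, Fisher's exact p = 0.919). Without surrogate variables or with 1 value per horse the matrix share was 44.6%, and in the 2018 libraries alone it was 45.5% (Fisher's exact p = 0.0216). In the 2018 libraries alone the neutrophil share was 86.2%, with genes that had been called partly from these libraries. Genes of a pathway are not independent replicates.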

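The genes that Tables S5 and S8 list under the enriched pathways were counted by symbol, without the kinesin pathway of AC, which PANTHER alone found. In AC, 59 different genes matched and all were DE, which is 5.29% of the DE genes of this tissue, 39 of them higher and 20 lower in foals; of the 13 kinesin pathway genes 12 were DE. In SCB, 369 genes matched and 363 were DE, which is 10.2% of the DE genes, with 252 higher and 111 lower in foals.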

Gene families prominent in the cell cycle/signal transduction pathways included Rho GTPase activating proteins, Rho guanine nucleotide exchange proteins, actin related proteins, centromere proteins, histones, kinesin family members, ras homolog family members, and tubulins. 

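Families were defined by symbol, and their share of DE genes in SCB was compared with that of all genes tested (19.9%) by Fisher's exact test, two-sided and adjusted over 16 families. These families and the matrix families below were named by the paper from its DE genes, so an excess restates that choice in part. Of 21 centromere protein genes, 12 were DE, all higher in foals (57.1%, adjusted p 0.00106). Of 30 histone genes, 14 were DE, all higher (46.7%, adjusted p 0.00265), but only 3 in all 3 joints (adjusted p 0.923). Of 35 kinesins, 15 were DE, 12 higher and 3 lower (42.9%, adjusted p 0.00543), and of 11 tubulins, 6 were DE, 3 in each direction (54.5%, adjusted p 0.0256). With quantile normalization added these counts were 12 and 0, 15 and 0, 12 and 3, and 2 and 2. Counting genes DE in all 3 joints, the adjusted p was 8.06e-05 for centromere proteins, 9.38e-04 for kinesins and 0.420 for tubulins. Of 15 actin related protein genes, 5 were DE, which did not differ from all genes (adjusted p 0.242).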

The ECM organization/tissue formation pathways were dominated by ADAM/ADAMTS family members, integrins, and collagens and other ECM molecules (e.g., aggrecan, versican). 

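In SCB, 18 of 36 ADAM and ADAMTS genes were DE, 10 higher and 8 lower in foals (50.0%, Fisher's exact test, two-sided, adjusted p 7.90e-04). Of 24 integrins, 13 were DE, 8 higher and 5 lower (54.2%, adjusted p 0.00106), and of 39 collagens, 17 were DE, 9 higher and 8 lower (43.6%, adjusted p 0.00265). With genes DE in all 3 joints the adjusted p was 0.543, 1.74e-04 and 0.00799 for these families. With quantile normalization added, 9 were up and 9 down, 7 up and 5 down, and 7 up and 9 down, so that the majority among the collagens changed sides. Aggrecan (ACAN), on chromosome 1 from 95255524 to 95320479, was at 6.78 ± 1.98 in foals and 9.21 ± 1.09 in adults (log2 CPM, SD, n = 6, exact permutation p = 0.0303), with a log2 fold change of -3.31 (SE 0.57, adjusted p 0.0136). Versican (VCAN), on chromosome 14 from 83301871 to 83407254, was at 9.58 ± 0.52 in foals and 7.82 ± 0.27 in adults (log2 CPM, SD, n = 6), every foal being above every adult, with a log2 fold change of 1.92 (SE 0.17, adjusted p 1.30e-04).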

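CD47, on chromosome 19 from 51524560 to 51569288, was at 6.04 ± 0.25 log2 CPM (SD, n = 6) in foal SCB and 4.51 ± 0.56 (SD, n = 6) in adult SCB. Its log2 fold change was 1.79 (SE 0.16, adjusted p 1.73e-04). CD53, on chromosome 5 from 53975277 to 54001677, was at 5.30 ± 0.88 (SD, n = 6) in foals and 3.23 ± 0.31 (SD, n = 6) in adults, with a log2 fold change of 1.78 (SE 0.14, adjusted p 2.40e-04). For both genes every foal lay above every adult and all 3 joints passed the threshold. No gene with the symbol CD33 is among the genes tested in SCB.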

The neutrophil degranulation pathway was not dominated by any particular protein families other than the expected cell surface glycoproteins (e.g., CD33, CD47, CD53). Evaluation of overrepresented protein classes among the 164 DE genes in this pathway using PANTHER revealed a mix of receptors, hydrolases, signaling molecules, enzyme modulators, peroxidases, and defense/immunity proteins. 

## 4. Discussion

Here, we report differential expression of genes in healthy AC and SCB in neonatal foals and adult horses. To our knowledge, this is the first time that a comparison of joint tissue-specific gene expression between life stages has been reported in this species. Functional annotation and pathway analysis provide a framework within to evaluate this expression data and help identify putative candidate pathways and genes that may play a role in skeletogenesis. It is not surprising that the majority of both enriched pathways and overrepresented gene ontology terms found in our data reflect a state of growth, high metabolic activity, and tissue turnover in neonatal foals. However, the identification of overrepresented biological process and pathways related to neural development and neurotransmission in the AC and related to innate immunity in the SCB was unexpected. Further exploration of these pathways may enhance our understanding of skeletal development, particularly in the post-natal period, as well as elucidate novel potential mechanisms for orthopedic disease in the horse. 

Growth and maturation of the long bones occurs via endochondral ossification, a process that is regulated by the interactions of a number of hormones, growth factors, transcription factors, and extracellular matrix molecules secreted by chondrocytes [1,3]. At the ends of long bones, endochondral ossification within the articular-epiphyseal cartilage complex (a secondary center of ossification) results in transformation of the epiphyseal growth cartilage into mature subchondral bone capped by a thin layer of articular cartilage at the joint surface [42]. While chondrocytes are considered the central drivers of endochondral ossification, osteoblasts and osteoclasts also play a distinct and critical role in the process [1,2,3]. Experimentation, particularly in mouse models, has elucidated many complex interactions between these cells and has identified a number of signaling pathways that can lead to prenatal or postnatal disruption of normal skeletogenesis [43,44,45,46,47], although there is still much that is not known, particularly about chondrocyte physiology [48]. Key signaling molecules in endochondral ossification that have been identified across species include insulin-like growth factors (IGF), Indian hedgehog (IHH), bone morphogenetic proteins (BMPs), fibroblastic growth factors (FGF), cyclins, and Wingless (WNT) and Notch signaling factors [3,22,49,50]. Indeed, many of the DE genes identified in our data play a role in these signaling pathways. 

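Members of these signaling families were counted by symbol, with lists written after the values had been seen, and compared with all genes tested by Fisher's exact test (two-sided, adjusted over 7 families). In SCB, 10 of 23 cyclins were DE, all higher in foals (adjusted p 0.0591), 5 of 11 insulin-like growth factor genes (2 up and 3 down, adjusted p 0.171), 6 of 15 fibroblast growth factors (1 up and 5 down, adjusted p 0.222), 3 of 14 bone morphogenetic proteins (adjusted p 0.873), 6 of 20 Notch genes (all lower, adjusted p 0.367) and 1 of 9 hedgehog genes (lower, adjusted p 1). In AC, 4 of 19 Notch genes were DE (2 up and 2 down, adjusted p 0.126), 2 of 10 insulin-like growth factor genes (1 up and 1 down, adjusted p 0.337), 2 of 17 fibroblast growth factors (both lower, adjusted p 0.565), 1 of 23 cyclins, 1 of 8 hedgehog genes and 0 of 14 bone morphogenetic proteins. With quantile normalization added, the SCB cyclins were 7 up and 1 down and the AC insulin-like growth factor genes 3 up and 0 down. No family of the list had an adjusted p under 0.05 in either tissue.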

In some cases, signaling factors play opposite roles under different circumstances, depending on concentration, microenvironment, or stage of development [3,51,52]. 

Mutations within transcription factors and other signaling molecules that regulate endochondral ossification, as well as mutations in genes encoding major ECM components, have been associated with global skeletal dysplasias [22]. However, delayed or disturbed endochondral ossification is also associated with focal abnormalities, which can manifest as osteochondrosis (OC), a form of DOD frequently diagnosed in horses as well as a number of other species including humans, pigs, dogs, cattle, and chickens [53]. Numerous studies have attempted to identify key risk genes OC by performing differential gene expression analysis in diseased (or “predisposed”) tissue compared to normal tissue from foals. The majority of these have been targeted studies utilizing quantitative polymerase chain reaction (qPCR) to investigate specific genes or pathways known to play a role in endochondral ossification [54,55,56,57,58]. These include various types of collagen and extracellular matrix components [55,58] and multiple members of the Wnt/β-catenin signaling pathway [54], many of which, not surprisingly, we also identified as DE in AC and/or SCB between foals and adults. 

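Of 35 WNT signaling genes tested in AC, 7 were DE, 4 higher and 3 lower in foals (20.0%, Fisher's exact test, two-sided, adjusted p 0.0573). In SCB, 11 of 40 were DE, 1 higher and 10 lower in foals (27.5%, adjusted p 0.367). With quantile normalization added these counts were 5 and 3 in AC and 1 and 8 in SCB. This list, too, was written after the values had been seen.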

Relatively few reports record the use of a less focused gene expression-based approach for identifying putative candidate genes for OC, but they all identified DE genes that had not previously been recognized as potentially playing a role in disease pathogenesis—and indeed, some that had never previously been reported in cartilage [59,60,61]. This emphasizes the power of a more global approach when investigating complex disease. Although our work was done in normal tissue, our RNAseq approach identified several novel pathways that have not previously been directly implicated in endochondral ossification.

In addition to finding expected differences in genes/pathways involved in extracellular matrix formation and organization in the AC, we also identified enriched pathways related to neural development and neurotransmission. Examination of the specific DE genes driving this enrichment revealed that many fell within the glutamate signaling pathway. 

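GRIK3, on chromosome 2 from 20546948 to 20767338, was at 3.66 ± 1.39 in foals and -1.44 ± 0.95 in adults (log2 CPM, SD, n = 6), with a log2 fold change of 5.44 (SE 0.63, adjusted p 5.78e-04). GRIN2D, on chromosome 10 from 18749204 to 18783218, was at 4.57 ± 1.14 in foals and -0.34 ± 0.96 in adults (log2 CPM, SD, n = 6), with a log2 fold change of 4.36 (SE 0.31, adjusted p 1.92e-05); in SCB its log2 fold change was -1.77 (SE 0.19). GRIA3, on chromosome X from 101845808 to 102118216, had a log2 fold change of -2.44 (SE 0.33, adjusted p 0.00881), DE in the hock and stifle. For the 3 genes all foals lay on one side of all adults. They are the DE genes among 7 glutamate receptor genes tested in AC (42.9%, Fisher's exact test, two-sided, adjusted p 0.0188, and 0.0329 for genes DE in all 3 joints). This family, too, was named by the paper from its DE genes, so the excess restates that choice in part. Among marker genes of nerve cells, 6 of 12 neuron genes were tested in AC and had a mean difference of -0.70 (exact permutation p = 0.136, adjusted over 15 sets 0.292), and 6 of 8 Schwann cell genes one of -0.17 (exact permutation p = 0.535, adjusted 0.707). The paper cites work by others on glutamate as a signaling molecule in cartilage and bone.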

Although glutamate is primarily thought of as a neurotransmitter, there is a growing body of evidence supporting its role as a signaling molecule (autocrine and/or paracrine) in cartilage and bone [62,63,64]. Further, although mature AC is not innervated, peripheral nerve fibers and neurotransmitters are known to play important roles in endochondral ossification, via effects on vascularization and proliferation and differentiation of progenitor cells [65]. 

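NCAM1, on chromosome 7 from 21919247 to 22223824, was at 3.23 ± 1.22 log2 CPM (SD, n = 6) in foal AC and -1.69 ± 1.31 (SD, n = 6) in adult AC, with every foal above every adult. Its log2 fold change was 4.42 (SE 0.61), with adjusted p-values of 0.129 in the fetlock, 0.00321 in the hock and 0.00799 in the stifle. In the 2018 libraries alone the log2 fold change was 3.43.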

The two specific pathways for neural development that were identified as enriched in AC related to the actions of the gene *NCAM1* (neural cell adhesion molecule). This gene encodes a transmembrane protein that is involved in cell-cell and cell-ECM binding. Although *NCAM1* has primarily been associated with neurons, a recent study reported it to be a predictive marker for chondrogenic potential of mesenchymal stem cells [66], suggesting that it may also play an important primary role in the development of musculoskeletal tissues. Glutamate and other neurotransmitters have been linked to inflammatory/degenerative joint pathology [65,67], but to our knowledge have not been examined for a potential role in DOD.

In the subchondral bone, we identified enriched pathways related to innate immunity, specifically the neutrophil degranulation pathway, which was significant in both PANTHER and Reactome analyses. 

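The SCB genes with the largest rises in foals among those with a symbol and DE in all 3 joints were OLFM4, ECATH-2 and MPO. MPO, which encodes myeloperoxidase, lies on chromosome 11 from 32833045 to 32843031 and was at 8.64 ± 1.49 in foals and -1.82 ± 0.84 in adults (log2 CPM, SD, n = 6), with a log2 fold change of 10.00 (SE 0.42, adjusted p 1.50e-09). ECATH-2, a cathelicidin on chromosome 16 from 40368629 to 40370587, rose by 10.14 (SE 0.52, adjusted p 2.30e-08), with 1 adult, horse 12, above the other 5. OLFM4, on chromosome 17 from 29350238 to 29371066, rose by 10.62 (SE 0.54, adjusted p 7.29e-09).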

Immune cells, including both neutrophils and lymphocytes, are known to play an important role in bone remodeling, primarily via effects on bone resorption [68]. However, neutrophils have also been shown to enhance osteogenesis in triple cell co-culture models in vitro [69]. The presence of neutrophils resulted in increased mineralization, increased production of markers of osteogenesis, and upregulation of numerous genes that play a role in osteogenesis, including extracellular matrix proteins, bone morphogenetic proteins, and colony stimulating factors, among others [69]. In our data set, of the 165 DE genes falling within the neutrophil degranulation pathway, 144 (87.3%) were upregulated in the foals compared to the adult, consistent with a putative role for this pathway in normal skeletal development. 

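The 145 matched genes of the pathway had a median log2 fold change of 1.98 (25% and 75% quantiles 1.21 and 3.47), and for 118 of them all foals lay on one side of all adults. Sets of marker genes for cell types, listed before the values were seen, were averaged per horse. The neutrophil granule set (12 genes) was at 8.41 ± 1.67 in foal SCB and -0.56 ± 0.63 in adult SCB (log2 CPM, SD, n = 6), with every foal above every adult (adjusted exact permutation p 0.00406 over 15 sets, two-sided). B lymphoid (2.51 ± 0.46 against 0.46 ± 0.13) and megakaryocyte genes (3.81 ± 1.02 against 0.22 ± 0.29) had the same adjusted p, every foal again being above every adult (log2 CPM, SD, n = 6). The erythroid set was at 4.40 ± 4.13 in foals and 0.08 ± 0.62 in adults (log2 CPM, SD, n = 6, exact permutation p = 0.0303, adjusted 0.0379), with 4 foals above every adult. Adipocyte genes were lower in foals by a difference of -2.40, endothelial genes by one of -1.22 and T lymphoid genes by one of -0.87 (adjusted exact permutation p 0.00406, 0.00406 and 0.0379). In all, 13 of the 15 sets differed, 8 higher and 5 lower in foals. In the 2018 libraries 13 sets had the same direction, while the osteoblast and chondrocyte sets, higher in foals over all libraries, were at -0.044 and -0.34. There the neutrophil granule difference was 10.15 and the erythroid one 1.33. The paper relates the share of genes upregulated in foals to a putative role of this pathway in skeletal development. 

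**Figure D4:**
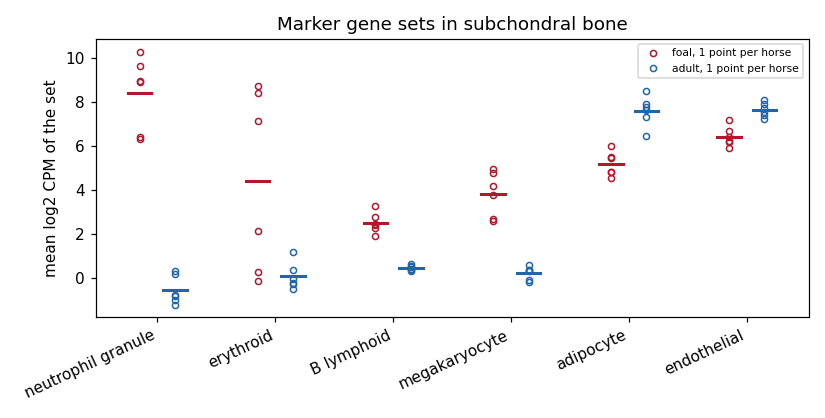
Mean log2 CPM of 6 marker gene sets in SCB, with 1 open point per horse (6 foals in red, 6 adults in blue) and a bar at the group mean. The foals lie above all adults in the neutrophil granule, B lymphoid and megakaryocyte sets, and 4 of 6 do in the erythroid set.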

Notably, although only the neutrophil degranulation pathway was significantly enriched in our analyses, many of the DE genes falling within this pathway play roles in other aspects of the immune system, including complement activation, interleukin signaling, and toll-like receptor signaling. 

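Genes of the pathway with a role in complement, interleukin or toll-like receptor signaling were picked by symbol after the values had been seen. Of 7 complement genes, all DE, 6 were higher in foals, the largest rise being that of ITGAM, 3.92 (SE 0.22, adjusted p 7.81e-08). In SCB ITGAM was at 7.98 ± 1.51 in foals and 3.61 ± 0.23 in adults (log2 CPM, SD, n = 6). CFD was lower, with a log2 fold change of -1.89 (SE 0.23, adjusted p 3.19e-04). The interleukin receptor gene CXCR2 rose by 1.98 (SE 0.27, adjusted p 0.00620) and TLR2 by 1.79 (SE 0.19, adjusted p 6.76e-04). All foals lay on one side of all adults for each of these 9 genes other than CXCR2 (exact permutation p = 0.00433, two-sided).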

Each of these has been reported to play a role in osteogenesis, although most studies have focused on their putative role in disease and fracture repair [51,70,71,72,73,74,75], and relatively little seems to be known about their role in normal skeletal development. A role for immune response in the pathogenesis of OC has previously been suggested in pigs, based on global gene expression profiling (via microarray) in OC-affected compared to OC-unaffected articular cartilage [76]. However, this study did not investigate gene expression in subchondral bone.

Limitations of this study include the relatively small number of animals in each group and the age range of the foals. It is possible that subtle differences in gene expression between 1 day and 4 weeks of age (the range of our samples) could have affected some of our findings. However, the clear separation between foal and adult samples in both our raw and surrogate variable-corrected MDS plots suggest that this is unlikely. 

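Change with age among the 6 foals was tested with limma on 1 value per foal against the log2 of age in days. No gene had an adjusted p under 0.05 in either tissue, the smallest being 0.905 in AC and 0.626 in SCB. At an unadjusted p under 0.05 there were 767 AC genes (4.67%) and 1375 SCB genes (7.64%). Of the genes DE between foals and adults, 55 (4.93%) in AC and 301 (8.42%) in SCB had such an unadjusted p. The foals of 3 and 7 days were sequenced in 2018 and the others in 2016, and among the 4 foals of 2016 the unadjusted counts were 3656 and 1934, with no adjusted p under 0.05. So few foals cannot show that no gene changes with age.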

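On dimension 1 the gap between the lowest foal library and the highest adult library was 0.865 in AC and 1.16 in SCB before the surrogate variables were removed, and 1.43 and 1.80 afterwards. The removal protects age, so the wider gap after it is not independent of the age labels.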

Evaluation of differences in gene expression between foals at different time points during the early postnatal period would be a valuable area of future study, particularly if comparisons with fetal tissue samples could also be made. This could help to identify transient changes in gene expression during the time when endochondral ossification is ongoing and pathology develops. Additionally, while all tissue samples were free of macroscopic abnormalities, histopathology was not performed and therefore subclinical microscopic disease cannot be ruled out. Finally, there are inherent limitations with functional gene annotation and pathway analysis. Pathway annotations are often based largely on text-mining of the literature, so are restricted by the context in which gene-gene interactions have been reported. Further, many DE genes fall within multiple GO terms and pathways, which can complicate the interpretation of results. Thus, it is possible that some of the specific overrepresented GO terms and statistically enriched pathways found in our data were identified by chance, although our data were consistent with other previously reported experimental findings. Validation of tissue gene expression via qPCR as well as analyses to determine if expression differences are translated into differences in protein production would be important next steps towards determining the mechanistic impact of our findings. 

## 5. Conclusions

Differential expression analysis and functional annotation of genes expressed in normal articular cartilage and subchondral bone of neonatal and adult horses reveals numerous pathways that that may be involved in post-natal skeletal development and growth and could be considered candidates for derangements in the development of orthopedic disease in young animals. Although some of these pathways, such as those related to extracellular matrix production and turnover, might be considered intuitively obvious, others, such as those related to neurotransmission (glutamate signaling) and innate immunity (neutrophil degranulation) are novel and represent a new avenue to explore as we seek to elucidate the complexities of skeletogenesis. In future work, these data can be combined with genome-wide association study (GWAS) and quantitative trait locus (QTL) results [76,77] and/or with gene expression data from diseased tissue to prioritize specific putative candidate genes involved in disease pathogenesis in the horse. 

## Figures and Tables

**Figure 1:**
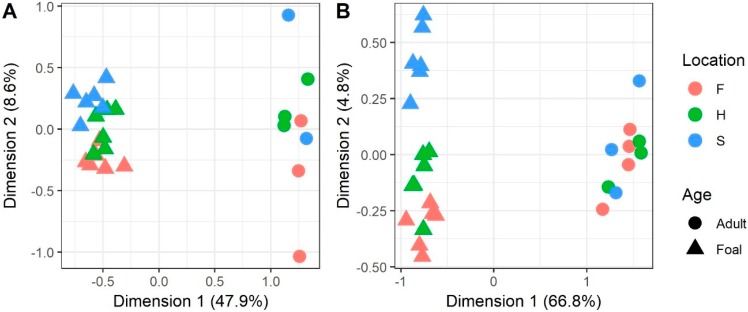
Multidimensional scaling (MDS) was run on normalized gene expression values (logCPM) after removing the effects of the surrogate variables to cluster the (**A**) articular cartilage samples; and (**B**) subchondral bone samples to get an overview of similarities and differences between samples. Each samples’ age and location are indicated by point shape and color, respectively. Locations are F = fetlock (metatarsophalangeal joint), H = hock (tarsocrural joint), and S = stifle (femoropatellar joint).

**Figure 2:**
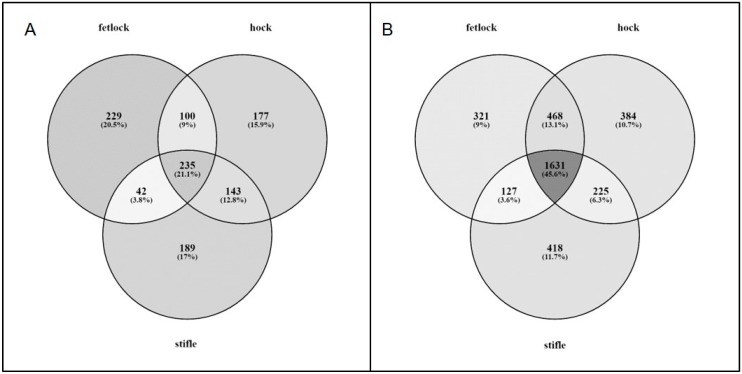
Venn diagrams showing overlap between differentially expressed (DE) genes in the three joint locations in (**A**) articular cartilage (AC) and (**B**) subchondral bone (SCB). Percentages are in reference to the total number of unique DE genes in each tissue (1115 genes in AC, 3574 in SCB).

**Table 1:** Number of DE genes with FC > |1.5| and global FDR *p* < 0.05 in articular cartilage and subchondral bone. DE is calculated by joint location. F = fetlock (metatarsophalangeal joint); H = hock (tarsocrural joint); S = stifle (femoropatellar joint).

		Foal.F vs. Adult.F	Foal.H vs. Adult.H	Foal.S vs. Adult.S
Articular Cartilage	Down	212	288	260
	Not Significant	15,832	15,785	15,831
	Up	396	367	349
Subchondral Bone	Down	1343	1360	1250
	Not Significant	15,461	15,296	15,606
	Up	1205	1353	1153

**Table 2:** Overrepresented GO-Slim terms among differentially expressed genes in AC. The reference list is Homo sapiens UniProt IDs and includes 20996 genes; the analyzed list is comprised of the UniProt IDs for 965 DE genes identified from AC samples. FDR = false discovery rate (significance set at 0.05). A complete hierarchical list of overrepresented terms can be found in Table S4.

	Genes in Reference List	Genes in Analyzed List	Fold Enrichment	Raw *p*-Value	FDR
GO-Slim Biological Process					
extracellular matrix organization (GO:0030198)	69	16	5.05	7.76 × 10^−7^	0.0002
microtubule-based movement (GO:0007018)	87	15	3.75	3.85 × 10^−5^	0.0041
regulation of axonogenesis (GO:0050770)	27	8	6.45	1.10 × 10^−4^	0.007
chemical synaptic transmission (GO:0007268)	330	33	2.18	8.10 × 10^−5^	0.0073
postitive regulation of synaptic transmission (GO:0050806)	24	7	6.35	3.22 × 10^−4^	0.017
cell adhesion (GO:0007155)	373	34	1.98	3.39 × 10^−4^	0.017
Wnt signaling pathway (GO:0016055)	98	14	3.11	3.98 × 10^−4^	0.018
positive regulation of signal transduction (GO:0009967)	112	15	2.91	4.65 × 10^−4^	0.018
tissue development (GO:0009888)	117	15	2.79	7.01 × 10^−4^	0.026
angiogenesis (GO:0001525)	30	7	5.08	1.00 × 10^−3^	0.035
regulation of chemotaxis (GO:0050920)	22	6	5.93	1.16 × 10^−3^	0.039
axonogenesis (GO:0007409)	98	13	2.89	1.18 × 10^−3^	0.039
amino acid transport (GO:0007416)	15	5	7.25	1.45 × 10^−3^	0.044
Notch signaling pathway (GO:0007219)	32	7	4.76	1.39 × 10^−3^	0.044
dendritic spine organization (GO:0097061)	3	3	21.76	1.53 × 10^−3^	0.045
synapse assembly (GO:0007416)	15	5	7.25	1.45 × 10^−3^	0.045
negative regulation of neurogenesis (GO:0050768)	24	6	5.44	1.70 × 10^−3^	0.048
GO-Slim Molecular Function					
extracellular matrix structural component (GO:0005201)	53	17	6.98	6.46 × 10^−9^	3.26 × 10^−6^
microtubule binding (GO:0008017)	123	17	3.01	1.43 × 10^−4^	0.01
transmembrane receptor protein kinase activity (GO:0019199)	62	10	3.51	1.16 × 10^−3^	0.031
cation transmembrane transporter activity (GO:0008324)	449	37	1.79	1.10 × 10^−3^	0.031
metallopeptidase activity (GO:0008237)	103	14	2.96	6.23 × 10^−4^	0.035
calcium ion binding (GO:0005509)	205	21	2.23	1.46 × 10^−3^	0.037
cadherin binding (GO:0045296)	43	8	4.05	1.60 × 10^−3^	0.039
peptidase inhibitor activity (GO:0030414)	117	14	2.6	1.88 × 10^−3^	0.043
ATP-dependent microtubule motor activity, plus-end-directed (GO:0008574)	25	6	5.22	2.03 × 10^−3^	0.045
gated channel activity (GO:0022836)	160	17	2.31	2.45 × 10^−3^	0.046
GO-Slim Cellular Component					
collagen trimer (GO:0005581)	10	6	13.05	3.88 × 10^−5^	0.0022
microtubule associated complex (GO:0005875)	58	12	4.5	4.89 × 10^−5^	0.0022
extrinsic component of plasma membrane (GO:0019897)	28	8	6.22	1.36 × 10^−4^	0.0041
cell-cell junction (GO: 0005911)	70	12	3.73	2.35 × 10^−4^	0.0066
cation channel complex (GO:0034703)	94	14	3.24	2.72 × 10^−4^	0.0072
microtubule (GO:0005874)	162	19	2.55	4.04 × 10^−4^	0.0095
postsynaptic density (GO:0014069)	46	9	4.26	6.06 × 10^−4^	0.013
postsynaptic membrane (GO:0045211)	58	10	3.75	7.35 × 10^−4^	0.015
ionotropic glutamate receptor complex (GO:0008328)	33	7	4.62	1.62 × 10^−3^	0.029
extracellular space (GO:0005615)	863	61	1.54	1.73 × 10^−3^	0.029
basement membrane (GO:0005604)	4	3	16.32	2.59 × 10^−3^	0.036

**Table 3:** Results from pathway analysis in PANTHER and Reactome. Adjacent pathways sharing the same background color are hierarchically related to each other in the PANTHER analysis. Fold-enrichment is not reported by Reactome (NA = not applicable). FDR = false discovery rate; ECM = extracellular matrix; R-HSA-XXX = Reactome pathway identifiers.

Pathway	Genes in Reference List	Genes in Analyzed List	Fold Enrichment	Raw *p*-Value	FDR
PANTHER					
Collagen chain trimerization (R-HSA-8948216)	44	14	6.92	1.52 × 10^−7^	4.15 × 10^−5^
Collagen biosynthesis and modifying enzymes (R-HSA-1650814)	67	18	5.85	2.38 × 10^−8^	8.68 × 10^−6^
Collagen formation (R-HSA-1474290)	89	21	5.13	1.17 × 10^−8^	8.53 × 10^−6^
ECM organization (R-HSA-1474244)	299	54	3.93	1.02 × 10^−15^	2.25 × 10^−12^
NCAM1 interactions (R-HSA-8948216)	42	13	6.73	5.48 × 10^−7^	0.0001
NCAM signaling for neurite outgrowth (R-HSA-375165)	60	14	5.08	3.54 × 10^−6^	0.00055
Axon guidance (R-HSA-422475)	550	52	2.06	3.97 × 10^−6^	0.00058
Collagen degradation (R-HSA-1442490)	64	16	5.44	3.27 × 10^−7^	7.16 × 10^−5^
Degradation of the ECM (R-HSA-1474228)	140	26	4.04	1.73 × 10^−8^	9.48 × 10^−6^
Assembly of collagen fibrils and other multimeric structures (R-HSA-2022090)	60	15	5.44	7.60 × 10^−7^	0.00013
Integrin cell surface interactions (R-HSA-216083)	84	20	5.18	2.28 × 10^−8^	9.99 × 10^−6^
ECM proteoglycans (R-HSA-3000178)	76	17	4.87	5.46 × 10^−7^	0.00011
Kinesins (R-HSA-983189)	61	13	4.64	1.82 × 10^−5^	0.0025
Hemostasis (R-HSA-109582)	671	54	1.75	1.99 × 10^−4^	0.021
Elastic fibril formation (R-HSA-1566948)	45	9	4.35	5.27 × 10^−4^	0.046
Neurotransmitter receptors and postsynaptic signal transmission (R-HSA-112314)	148	19	2.79	1.43 × 10^−4^	0.017
Transmission across chemical synapses (R-HSA-112315)	218	26	2.59	4.57 × 10^−5^	0.0056
Neuronal system (R-HSA-112316)	361	42	2.53	2.29 × 10^−7^	5.57 × 10^−5^
Reactome					
ECM organization (R-HSA-1474244)	329	54	NA	1.26 × 10^−8^	1.49 × 10^−5^
Collagen chain trimerization (R-HSA-8948216)	44	14		3.95 × 10^−6^	0.0017
Integrin cell surface interactions (R-HSA-216083)	86	20		4.40 × 10^−6^	0.0017
Collagen biosynthesis and modifying enzymes (R-HSA-1650814)	76	18		1.02 × 10^−5^	0.003
NCAM1 interactions (R-HSA-419037)	44	13		1.86 × 10^−5^	0.0041
Collagen formation (R-HSA-1474290)	104	21		2.07 × 10^−5^	0.0041
Degradation of the ECM (R-HSA-1474228)	148	26		2.45 × 10^−5^	0.0041
Collagen degradation (R-HSA-1442490)	69	16		4.00 × 10^−5^	0.0059
ECM proteoglycans (R-HSA-3000178)	79	17		5.75 × 10^−5^	0.0075
Assembly of collagen fibrils and other multimeric structures (R-HSA-2022090)	67	15		1.00 × 10^−4^	0.012
NCAM signaling for neurite out-growth (R-HSA-375165)	69	14		4.46 × 10^−4^	0.048

**Table 4:** Genes found within enriched pathways identified by both PANTHER and Reactome based on DE in articular cartilage. Only 3 out of 60 genes were found in a single pathway, while 8 genes (all collagen subtypes) were found in all enriched pathways. For each gene “x” designates the pathway(s) in which it was found.

Gene Family	Gene Symbol(s)	ECM Organization	Collagen Chain Trimerization	Collagen Biosynthesis and Modifying Enzymes	Collagen Formation	Degradation of the ECM	Collagen Degradation	ECM Proteoglycans	Assembly of Collagen Fibrils and Other Multimeric Structures	Integrin Cell Surface Interactions	NCAM1 Interactions	NCAM Signaling for Neurite Outgrowth
Upregulated in foals												
ADAM metallopeptidase domain	ADAM12 ADAM19	x										
ADAM metallopeptidase with thrombospondin	ADAMTS2 ADAMTS3	x		x	x							
	ADAMTS8	x				x						
Calcium voltage-gated channel subunit	CACNA1G CACNA1H										x	x
Calpain	CAPN6	x				x						
Collagen	COL2A1 COL4A1 COL9A1 COL9A2 COL9A3	x	x	x	x	x	x	x	x	x	x	x
	COL8A1	x	x	x	x	x	x		x	x		
	COL11A1 COL11A2	x	x	x	x	x			x			
	COL16A1	x	x	x	x	x	x			x		
	COL18A1	x	x	x	x	x	x		x	x		
	COL21A1	x	x	x	x							
Elastin	ELN	x				x						
Immunoglobulin superfamily	F11R	x								x		
	NCAM1	x						x			x	x
Fibulin	FBLN2	x										
Fibrillin	FBN2	x				x						
Hyaluronan and proteoglycan link protein	HAPLN1	x						x				
Heparain sulfate proteoglycan	HSPG2	x				x		x	x			
Integrin subunit	ITGA10	x								x		
VEGF receptor	KDR	x								x		
Lysyl oxidase	LOXL2	x							x			
Matrilin	MATN1 MATN3	x						x				
Microfibrillar associated protein	MFAP2	x										
Matrix metalloproteinase	MMP2 MMP15	x				x	x					
	MMP9	x			x	x	x		x			
Nidogen	NID2	x										
Platelet and endothelial cell adhesion molecule	PECAM1	x								x		
Serpin	SERPINH1	x		x	x							
Secreted protein acidic and cysteine rich	SPARC	x						x				
Spectrin	SPTBN2											x
Downregulated in foals												
Calpain	CAPN2	x				x						
Transmembrane 4 superfamily	CD151	x			x				x			
Collagen	COL4A3	x	x	x	x	x	x	x	x	x	x	x
	COL6A5 COL6A6	x	x	x	x	x	x	x	x	x	x	x
Small leucine-rich proteoglycan	DCN	x				x		x				
Integrin subunit	ITGA3 ITGAM	x								x		
	ITGB5	x						x		x		
latent TGFb binding protein	LTB2 LTB3 LTB4	x										
Procollagen C-endopeptidase enhancer	PCOLCE2	x		x	x							
Prion protein	PRNP										x	x
Signal peptide, CUB domain and EGF-like domain	SCUBE1	x				x						
Secreted phosphoprotein	SPP1	x				x				x		
Sialyltransferase	ST8SIA4										x	x
Tissue inhibitor of metalloproteinase	TIMP2	x				x						
Tenascin	TNXB	x						x				

**Table 5:** Overrepresented GO-Slim terms among DE genes in SCB. The reference list is Homo sapiens UniProt IDs and includes 20996 genes; the analyzed list is comprised of the UniProt IDs for 2923 DE genes identified from SCB samples. FDR = false discovery rate (significance set at 0.05). A complete hierarchical list of overrepresented terms can be found in Table S6.

	Genes in Reference List	Genes in Analyzed List	Fold Enrichment	Raw *p*-Value	FDR
GO-Slim Biological Process					
mitotic nuclear division (GO:0140014)	209	63	2.17	5.19 × 10^−7^	8.47 × 10^−5^
positive regulation of cytosolic calcium ion concentration (GO:0007204)	65	24	2.65	1.33 × 10^−4^	0.0096
inflammatory response (GO:0006954)	101	32	2.28	1.50 × 10^−4^	0.01
intracellular signal transduction (GO:0035556)	777	151	1.4	2.24 × 10^−4^	0.013
extracellular matrix organization (GO:0030198)	69	24	2.5	3.32 × 10^−4^	0.018
tissue development (GO:0009888)	117	34	2.09	3.93 × 10^−4^	0.02
cytoskeleton organization (GO:0007010)	226	55	1.75	4.47 × 10^−4^	0.021
regulation of cell proliferation (GO:0042127)	96	29	2.17	5.34 × 10^−4^	0.022
transmembrane receptor protein tyrosine kinase signaling pathway (GO:0007169)	197	49	1.79	5.51 × 10^−4^	0.022
cell migration (GO:0016477)	177	45	1.83	6.07 × 10^−4^	0.024
neuron development (GO:0048666)	172	44	1.84	7.42 × 10^−4^	0.028
cell-cell adhesion (GO:0098609)	104	30	2.07	8.37 × 10^−4^	0.03
regulation of mitotic nuclear division (GO:0007088)	26	12	3.32	1.37 × 10^−3^	0.044
GO-Slim Molecular Function					
extracellular matrix structural component (GO:0005201)	53	22	2.98	3.00 × 10^−5^	0.0034
oxidoreductase activity (GO:0016491)	527	111	1.51	1.08 × 10^−4^	0.0055
cytokine receptor activity (GO:0004896)	69	25	2.6	1.81 × 10^−4^	0.0076
G-protein coupled peptide receptor activity (GO:0008528)	76	25	2.36	5.99 × 10^−4^	0.014
calcium ion binding (GO:0005509)	205	51	1.79	4.92 × 10^−4^	0.014
growth factor binding (GO:0019838)	46	18	2.81	7.18 × 10^−4^	0.017
actin filament binding (GO:0051015)	65	21	2.32	1.49 × 10^−3^	0.029
transmembrane receptor protein kinase activity (GO:0004714)	60	20	2.39	1.60 × 10^−3^	0.03
peptidase inhibitor activity (GO:0030414)	117	32	1.96	1.48 × 10^−3^	0.03
C-C chemokine binding (GO:0019957)	24	11	3.29	2.25 × 10^−3^	0.038
metallopeptidase activity (GO:0008237)	103	28	1.95	2.91 × 10^−3^	0.043
GO-Slim Cellular Component					
integral component of plasma membrane (GO:0005887)	733	165	1.62	5.71 × 10^−8^	1.28 × 10^−5^
collagen-containing ECM (GO:0062023)	33	15	3.27	4.09 × 10^−4^	0.0087
receptor complex (GO:0043235)	177	45	1.83	6.07 × 10^−4^	0.011
focal adhesion (GO:0005925)	25	12	3.45	1.05 × 10^−3^	0.016
condensed nuclear chromosome kinetochore (GO:0000778)	9	7	5.59	1.69 × 10^−3^	0.022
microtubule (GO:0005874)	162	40	1.77	2.30 × 10^−3^	0.025
extracellular space (GO:0005615)	863	157	1.31	2.06 × 10^−3^	0.025
cyclin-dependent protein kinase holoenzyme complex (GO:0000307)	28	12	3.08	2.24 × 10^−3^	0.026
spindle (GO:0005819)	46	16	2.5	2.91 × 10^−3^	0.03
cell surface (GO:0009986)	322	67	1.49	3.75 × 10^−3^	0.038

**Table 6:** Results from pathway analysis in PANTHER and Reactome. Only the top 25 (by FDR) terminal hierarchical pathways from the PANTHER analysis are listed here; the complete hierarchical list of enriched pathways can be found in Table S7**.** Fold-enrichment is not reported by Reactome (NA = not applicable). FDR = false discovery rate; ECM = extracellular matrix; R-HSA-XXX = Reactome pathway identifiers.

Pathway	Genes in Reference List	Genes in Analyzed List	Fold Enrichment	Raw *p*-Value	FDR
PANTHER					
Neutrophil degranulation (R-HSA-6798695)	479	167	2.5	1.2 × 10^−21^	1.31 × 10^−18^
Resolution of sister chromatid cohesion (R-HSA-2500257)	122	50	2.94	2.69 × 10^−9^	4.54 × 10^−7^
RHO GTPases activate formins (R-HSA-5663220)	135	51	2.71	2.52 × 10^−8^	3.25 × 10^−6^
Amplification of signal from unattached kinetochores via a MAD2 inhibitory signal (R-HSA-141444)	92	39	3.04	1.05 × 10^−7^	1.15 × 10^−5^
Integrin cell surface interactions (R-HSA-216083)	84	36	3.08	1.73 × 10^−7^	1.65 × 10^−5^
ECM proteoglycans (R-HSA-3000178)	76	31	2.93	3.60 × 10^−6^	2.46 × 10^−4^
Deposition of new CENPA-containing nucleosomes at the centromere (R-HSA-606279)	54	25	3.33	4.40 × 10^−6^	3.60 × 10^−4^
Non-integrin membrane-ECM interactions (R-HSA-3000171)	59	26	3.17	5.76 × 10^−6^	3.60 × 10^−4^
Defective B3GALTL causes Peters-plus syndrome (PpS) (R-HSA-5083635)	38	20	3.78	9.26 × 10^−6^	5.63 × 10^−4^
O-glycosylation of TSR domain-containing proteins (R-HSA-5173214)	39	20	3.68	1.24 × 10^−5^	7.35 × 10^−4^
Collagen degradation (R-HSA-1442490)	64	25	2.81	5.24 × 10^−5^	0.0026
Assembly of collagen fibrils and other multimeric structures (R-HSA-2022090)	60	24	2.87	6.26 × 10^−5^	0.0029
Kinesins (R-HSA-983189)	61	24	2.83	7.11 × 10^−5^	0.0033
NCAM1 interactions (R-HSA-419037)	42	19	3.25	7.67 × 10^−5^	0.033
Molecules associated with elastic fibres (R-HSA-2129379)	38	18	3.4	7.43 × 10^−5^	0.0033
Separation of sister chromatids (R-HSA-2467813)	186	50	1.93	8.50 × 10^−5^	0.0035
GPVI-mediated activation cascade (R-HSA-114604)	35	17	3.49	9.21 × 10^−5^	0.0037
Platelet degranuation (R-HSA-114608)	127	38	2.15	1.04 × 10^−4^	0.0039
Cell surface interactions at the vascular wall (R-HSA-202733)	198	50	1.81	3.96 × 10^−4^	0.012
Laminin interactions (R-HSA-3000157)	30	14	3.35	5.15 × 10^−4^	0.015
Constituative signaling by aberrant PI3K in cancer (R-HSA-2219530)	55	20	2.61	5.72 × 10^−4^	0.016
Metabolism of folate and pterines (R-HSA-196757)	16	10	4.49	6.05 × 10^−4^	0.016
MyD88 deficiency (TLR2/4) (R-HSA-5602498)	10	8	5.75	6.91 × 10^−4^	0.018
Neuronal system (R-HSA-112316)	361	78	1.55	6.78 × 10^−4^	0.018
Signaling by interleukins (R-HSA-449147)	449	93	1.49	6.88 × 10^−4^	0.018
Reactome					
Neutrophil degranulation (R-HSA-6798695)	480	164	NA	1.47 × 10^−9^	2.79 × 10^−6^
RHO GTPase effectors (R-HSA-195258)	326	105		1.49 × 10^−5^	0.014
ECM organization (R-HSA-1474244)	329	105		2.13 × 10^−5^	0.014
Signaling by RHO GTPases (R-HSA-194315)	457	136		3.79 × 10^−5^	0.018
Aplification of signal from the kinetochores (R-HSA-141424)	94	39		6.82 × 10^−5^	0.022
Amplification of signal from unattached kinetochores via a MAD2 inhibitory signal (R-HSA-141444)	94	39		6.82 × 10^−5^	0.022
Resolution of sister chromatid cohesion (R-HSA-2500257)	134	50		9.86 × 10^−5^	0.025
Integrin cell surface interactions (R-HSA-216083)	86	36		1.07 × 10^−4^	0.025
Deposition of new CENPA-containing nucleosomes at the centromere (R-HSA-606279)	54	25		2.71 × 10^−4^	0.052
Nucleosome assembly (R-HSA-774815)	54	25		2.71 × 10^−4^	0.052
Defective B3GALTL causes Peters-plus syndrome (PpS) (R-HSA-5083635)	39	20		3.04 × 10^−4^	0.052

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/10/745/s1, Figure S1: Percentage of reads mapped to transcriptome by Salmon for SBC and AC; Figure S2: TMM normalization factors for SCB and AC; Figure S3: MDS plot of AC and SCB gene expression data prior to the removal of surrogate variables; Figure S4: Boxplots of the estimated surrogate variable (SV) values for AC; Figure S5: Boxplots of the estimated surrogate variable (SV) values for SCB. Table S1: Description of samples; Table S2: Genes found to be differentially expressed in AC with FC > |1.5|; Table S3: Genes found to be differentially expressed in SCB with FC > |1.5|; Table S4: Hierarchical listing of overrepresented GO terms in AC; Table S5: Genes falling within pathways identified as enriched in AC; Table S6: Hierarchical listing of overrepresented GO terms in SCB; Table S7: Hierarchical listing of pathways identified by PANTHER analysis as enriched in SCB; Table S8: Genes falling within pathways identified as enriched in SCB.

## Appendix A

This appendix contains more detailed methods for quality control and analysis of RNAseq data, to augment information provided in Materials and Methods.

### Appendix A.1. Quality Control

Quality control on all 112 fastq files (from 56 samples) was performed using fastp [24] (version 0.19.5) and summarized using MultiQC [78] (version 1.6). The adult samples sequenced at UMGC had average per-base read quality scores dropping below 30 starting around 80 bases. Therefore, all fastq files were trimmed using Trimmomatic [25] (version 0.38) in paired end mode to trim any remaining adaptors, then trim leading or trailing bases with quality scores below 28, then discarding a read pair if either read was shorter than 30 bases. After trimming, average per-base read quality scores were above 30 through the entire 100 bases for all retained reads. The UMGC samples lost ~3% of their paired-reads to trimming compared to the newer samples which only lost ~0.5% of their paired-reads.

### Appendix A.2. Alignment and Gene-Level Quantification

We used the EquCab3.0 genome assembly and NCBI’s Annotation Release 103. Salmon [26] (version 0.11.3) was used to quasi-map reads directly to the transcriptome and quantify the abundance of each transcript. The transcriptome was first indexed after discarding identical transcript sequences, then quasi-mapping in paired-end mode was performed to map reads to the transcriptome with additional arguments –seqBias and --gcBias to correct sequence-specific and GC content biases, respectively, and –numBootstraps=30 to compute bootstrap transcript abundance estimates. Gene-level counts were then estimated based on transcript level counts using the “bias corrected counts without an offset” method from the tximport package, which provides more accurate gene-level counts estimates and keeps multi-mapped reads in the analysis compared to traditional alignment-based methods [27]. At this point, gene counts for the two tissues were analyzed separately. Additionally, gene-level counts were added together for the two foals that had two samples of AC collected from the femoropatellar joint. For AC, percentage of reads mapped to the transcriptome ranged from 83.1–92.4%; read counts per sample ranged from 9.6–45.1 million. For SCB, percentage of mapped reads was 77.7–85.1%; read counts were 11–33.6 million per sample (Figure S1). Unmapped reads were discarded, retaining only mapped reads for statistical analysis.

### Appendix A.3. Normalization and Filtering

When comparing expression levels, the number of reads per gene need to be normalized not only because of the differences in total number of reads, but because there could be differences in RNA composition such that the total number of reads would not be expected to be the same. The TMM (trimmed mean of the M values) normalization [79] in the edgeR package [80] uses the assumption that most genes do not change to calculate a normalization factor for each sample to adjust for such biases in RNA composition. TMM normalization factors fluctuated between 0.7–1.29 and 0.77–1.27 in AC and SCB, respectively, and were generally above 1 in adult samples in both tissues (Figure S2), which suggests that there could be slight overall differences in RNA composition. 

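TMM factors were recomputed from the deposited values, using the value of genes without reads. They ranged from 0.685 to 1.29 in AC, with 6 of 8 adult and 8 of 18 foal libraries above 1, and from 0.753 to 1.21 in SCB, with 9 of 10 adult and 5 of 18 foal libraries above 1. Averaged per horse, the AC factor was 1.02 ± 0.191 (SD, n = 6) in adults and 0.994 ± 0.161 (SD, n = 6) in foals (exact permutation test, two-sided, p = 0.786). In SCB it was 1.14 ± 0.0708 (SD, n = 6) in adults and 0.949 ± 0.0771 (SD, n = 6) in foals (exact permutation test, two-sided, p = 0.00649). Within 2018, with 2 horses of each age, the means were 1.17 in adults and 1.20 in foals for AC, and 1.07 and 1.04 for SCB; no other year holds both ages. The 10 most abundant genes took 34.3% of the CPM in foal AC and 20.3% in adult AC, and 18.1% and 10.3% in SCB.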

While the NCBI EquCab3.0 Annotation Release 103 transcriptome has a total of 29,196 genes, a large proportion of these are not expected to have detectable expression. Therefore, the detection threshold was set at 1 cpm (counts per million) in at least 2 samples, which follows the recommendations by Chen et al. [28] for 10/(smallest library size in millions) cpm and smallest group replicate number. This filtering left 16,440 genes to be analyzed for differential expression in AC (accounting for 99.92% of reads) and 18,009 genes to be analyzed for differential expression in SCB (accounting for 99.91% of reads). 

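Computed from the deposited values with the TMM scaling undone, 16262 of the AC genes (98.9%) and 17968 of the SCB genes (99.8%) had at least 1 CPM in at least 2 libraries. A value of at least 1 CPM in every library was found for 10207 genes in AC and 12315 in SCB.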

After filtering, TMM normalization was performed again and normalized log2-based count per million values (logCPM) were calculated using edgeR’s ‘cpm’ function with prior.count=3 to help reduce variability in fold-changes of extremely low expression genes [28].

### Appendix A.4. Clustering

Multidimensional scaling (MDS) in the limma package [32] was used to check for outlier samples and any clustering structure in the raw sequence data. The top 5000 variable genes were chosen to construct the MDS plot. 

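Before removal of the surrogate variables, dimension 1 of the AC libraries carried 31.8% of the variance. The libraries ranged from 0.233 to 1.05 in foals and from -2.00 to -0.632 in adults.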

For AC (Figure S3), Dimension 1 separated the adults from the foals and explained 32% of the total variability in gene expression values. Dimension 2 explained 14% of the total variability and was a combination of foal age/individual horse (confounded) and sequencing year. Similarly, for SCB (Figure S3), Dimension 1 separated samples between adults and foals and explained 50% of the total variability in gene expression values. 

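Dimension 2 of the AC libraries carried 14.3% of the variance. Among foal libraries the individual horse accounted for 92.1% of the variance of this dimension and sequencing year for 50.0%. Among adult libraries, where horses 7 and 11 count more than once, year accounted for 58.9%. The foal means were 0.0696 on day 1, -0.0796 on day 3, -1.15 on day 7, 0.0362 on day 14, 0.317 on day 21 and 0.812 on day 28. The foal of day 7 and the foal of day 3 were the foals sequenced in 2018.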

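In SCB dimension 1 carried 50.7% of the variance before the surrogate variables were removed, with foal libraries from -0.190 to 1.88 and adult libraries from -1.61 to -1.35.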

Dimension 2 explained 10% of the total variability and was again a combination of foal age/individual horse (confounded) and sequencing year. 

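In SCB dimension 2 carried 10.9% of the variance, and the horse accounted for 71.8% of it among foal libraries. Sequencing year accounted for 10.8% among foal libraries and 76.0% among adult libraries, where horses 7 and 11 count more than once. The foal means were 0.940 on day 1, 0.225 on day 3, 0.610 on day 7, -0.551 on day 14, -0.387 on day 21 and -0.0644 on day 28.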

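The share of each dimension's variance within foals that joint accounts for was computed on the deposited values, and tested by exact permutation of the joint labels within foals, one-sided and adjusted over 8 dimensions. In AC it was 90.5% on dimension 7 (adjusted p 0.00154) and 80.0% on dimension 8 (adjusted p 0.00103), which carried 3.8% and 3.07% of the variance, and on the other 6 dimensions the adjusted p was at least 0.0735. In SCB it was 88% on dimension 7 (adjusted p 0.00309) and 60.0% on dimension 2 (adjusted p 0.0298), and on dimensions 1 and 4 the adjusted p was 0.0538.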

For both tissues, the samples did not distinctly cluster by joint location (i.e., metatarsophalangeal vs tarsocrural vs femoropatellar) through dimension 8. As noted in the main text, due to a lack of distinct joint differences, especially within adults, the 4 adult samples that were a mix of all three joint locations were assigned to one of the three locations for statistical analysis to balance out sex and replicate number. While this makes any within-location comparisons in adults unreliable, it still allows for valid foal vs. adult comparisons. Surrogate variable analysis (see below) was employed prior to differential expression testing. The MDS plots generated after surrogate variables were removed from the data are shown in Figure 1.

### Appendix A.5. Differential Expression Testing

The main variable of interest was age (foals vs adults), with location (metatarsophalangeal vs tarsocrural vs femoropatellar joints) of secondary interest, but there were many nuisance variables including individual horse effects, foal age, sequencing year, and sex. Some of the nuisance variables are partially or completely confounded, making it difficult to adjust for them in a traditional manner. Instead, we employed surrogate variables analysis [29,30] that separately estimated five continuous quantitative variables for each tissue that can be added as covariates to the model of age * location to correct for extraneous variation in the samples. We can also inspect the SV values to see which of our nuisance values they correspond to. 

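Of the 5 surrogate variables estimated for AC, the 2012 libraries against all later ones accounted for 68.9% of the variance of sv2 and at most 13.2% of any other. Among the libraries of 2016 and 2018, the year accounted for 58.3% of sv4 and at most 17.7% of any other. The sex that Table S1 gives accounted for 32.5% of sv4, and that of the sample labels for 41.2%; they conflict for horse 10. Age accounted for 30.2% of sv2 and 15.5% of sv4.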

For AC (Figure S4), the differences between 2012 and the other two years (MN vs. IL location) are corrected by sv2, while sv4 corrects for differences between 2016 and 2018. However, sv4 also separates most females from males, as sex and year are mostly confounded. Corrections for differences between individual horses in AC0 can be seen in sv1, sv3 and sv5. 

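The individual horse accounted for 97.1% of the variance of sv1 in AC, 87.6% of sv3 and 84.4% of sv5, and for 98.0% of sv2 and 92.7% of sv4. Within the foals alone these shares were 97.1%, 79.4% and 87.2% for sv1, sv3 and sv5, and 66.2% and 92.3% for sv2 and sv4.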

The surrogate variables for SCB (Figure S5) were slightly different. 

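In SCB, the 2012 libraries against the later ones accounted for 69.3% of the variance of sv4, and at most 1.04% of any other surrogate variable. The year accounted for 47.4% of sv3 among the libraries of 2016 and 2018, the sex of Table S1 for 52.7% and that of the sample labels for 45.8%, with the labels and Table S1 in conflict for horse 10.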

In this tissue, sv4 corrected for sequencing location (2012 vs 2016+2018) and while sv3 mostly separates 2016 from 2018, it seems to more strongly separate females and males. 

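The horse accounted for 72.7% of sv1 in SCB, 85.4% of sv2, 93.4% of sv3, 98.3% of sv4 and 88.2% of sv5. Among the foals alone it accounted for 68.3% of sv1, 85.0% of sv2 and 85.5% of sv5, and for 93.1% of sv3 and 90.0% of sv4.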

Corrections for differences between individual horses in SCB can be seen in sv1, sv2 and sv5.

Statistical corrections for the surrogate variables should be treated like any quantitative co-variate, like weight, by adding them to the statistical model. This allows the error associated with them to propagate correctly. The effects of surrogate variables can also be removed directly from the normalized logCPM values for visualization purposes, such as multidimensional scales (MDS) clustering (Figure 1) and heatmaps of expression patterns.

# Supplementary material for: Differential Gene Expression in Articular Cartilage and Subchondral Bone of Neonatal and Adult Horses
**Source:** Genes (Basel). 2019 Sep 25;10(10):745. doi: 10.3390/genes10100745

**Figure S1:** Percentage of reads mapped to transcriptome by Salmon. (A) subchondral bone; (B) articular cartilage. F = fetlock (metatarsophalangeal joint); H = hock (tarsocrural joint); S = stifle (femoropatellar joint).

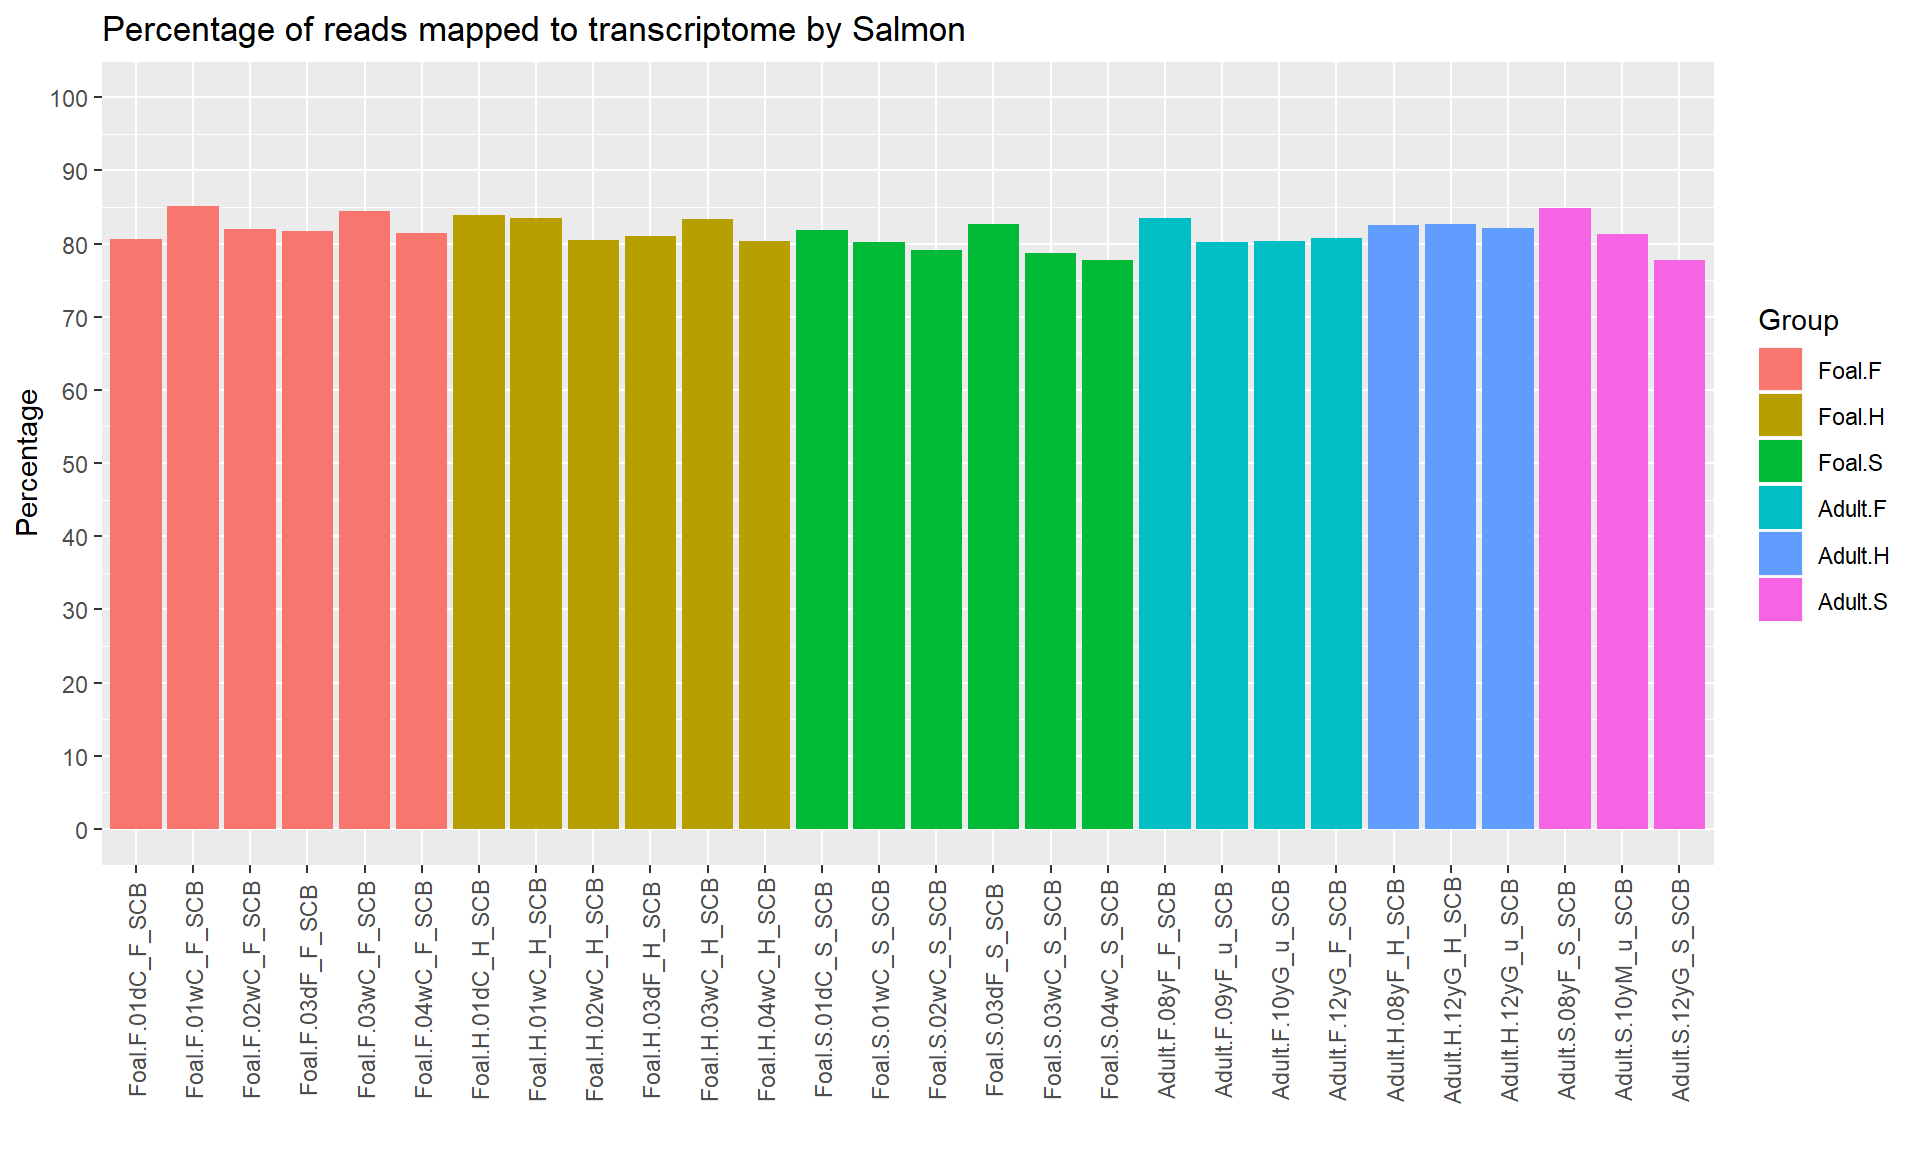

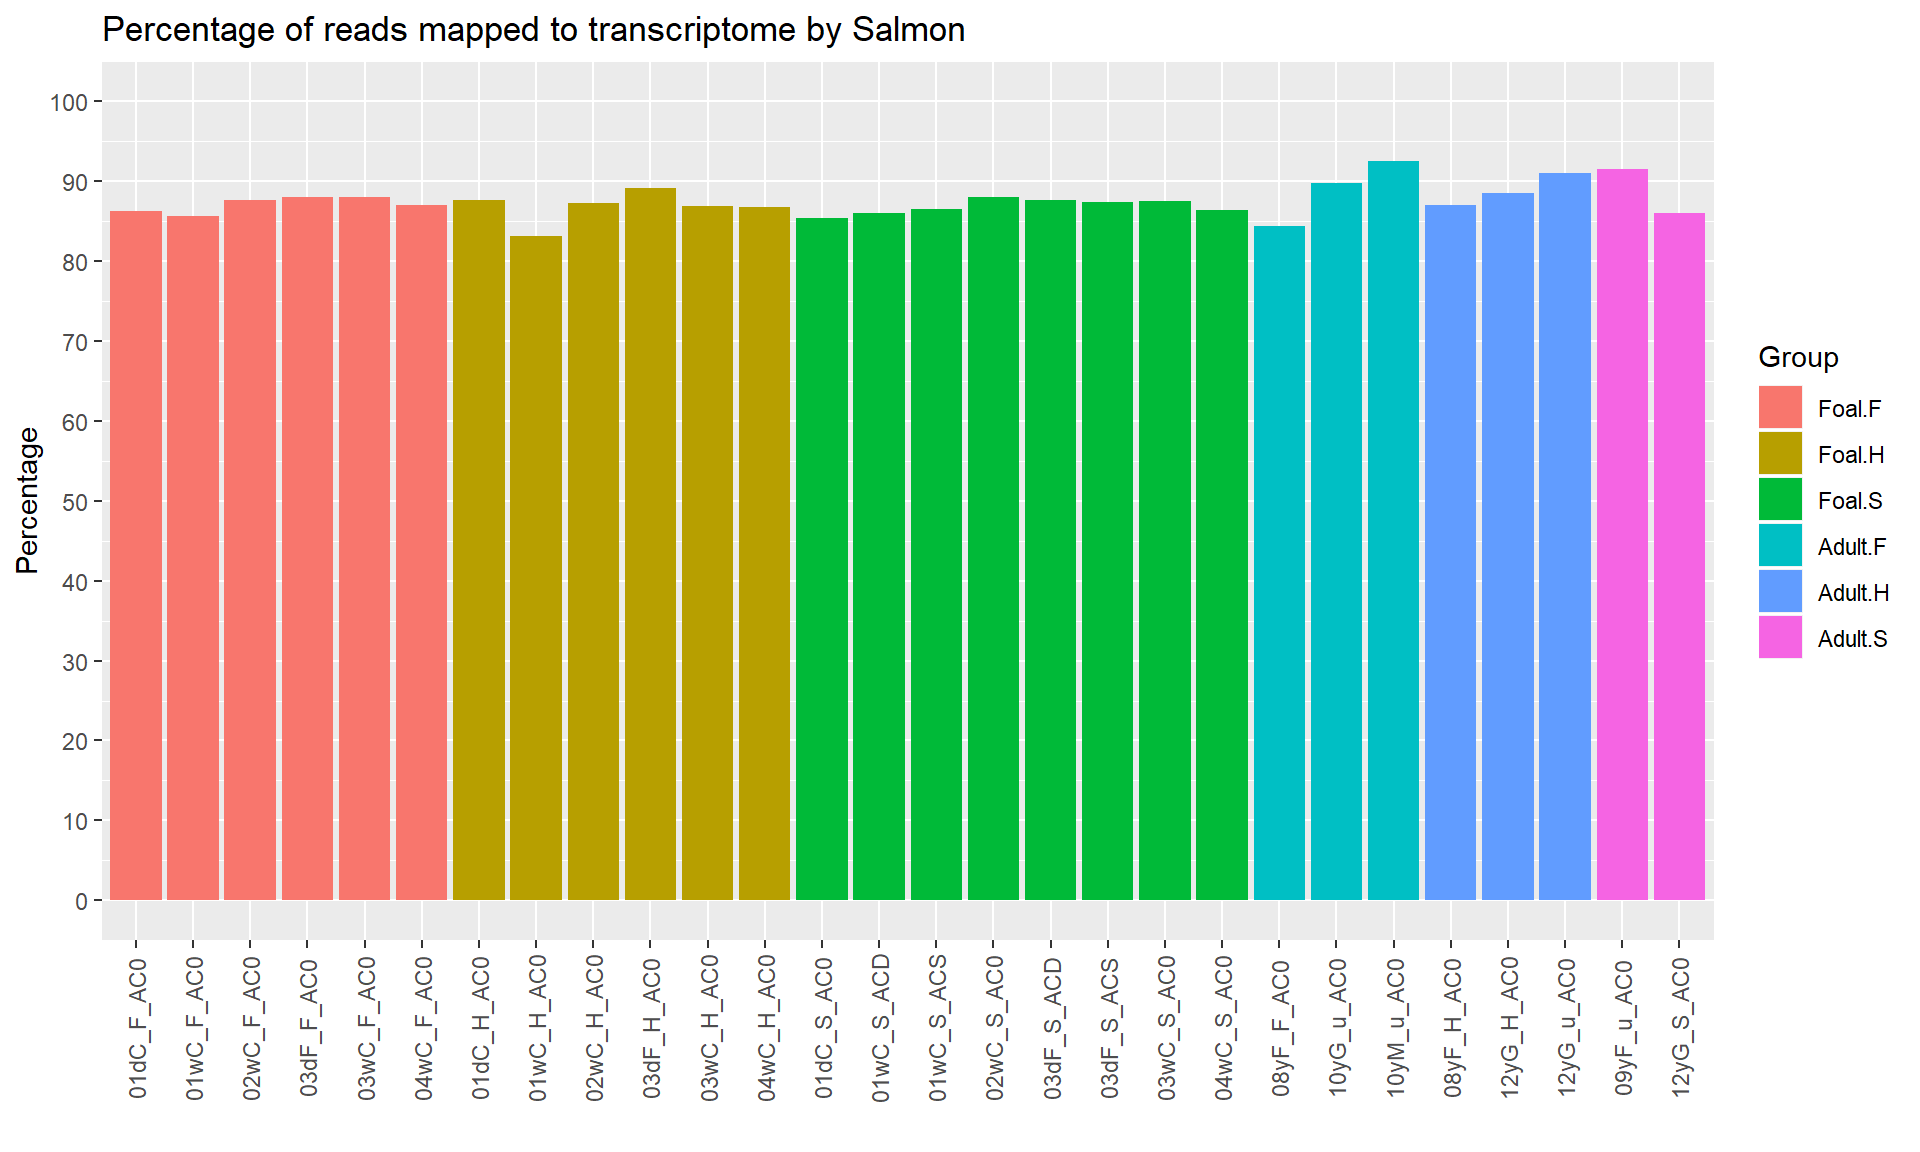

**B**

**A**

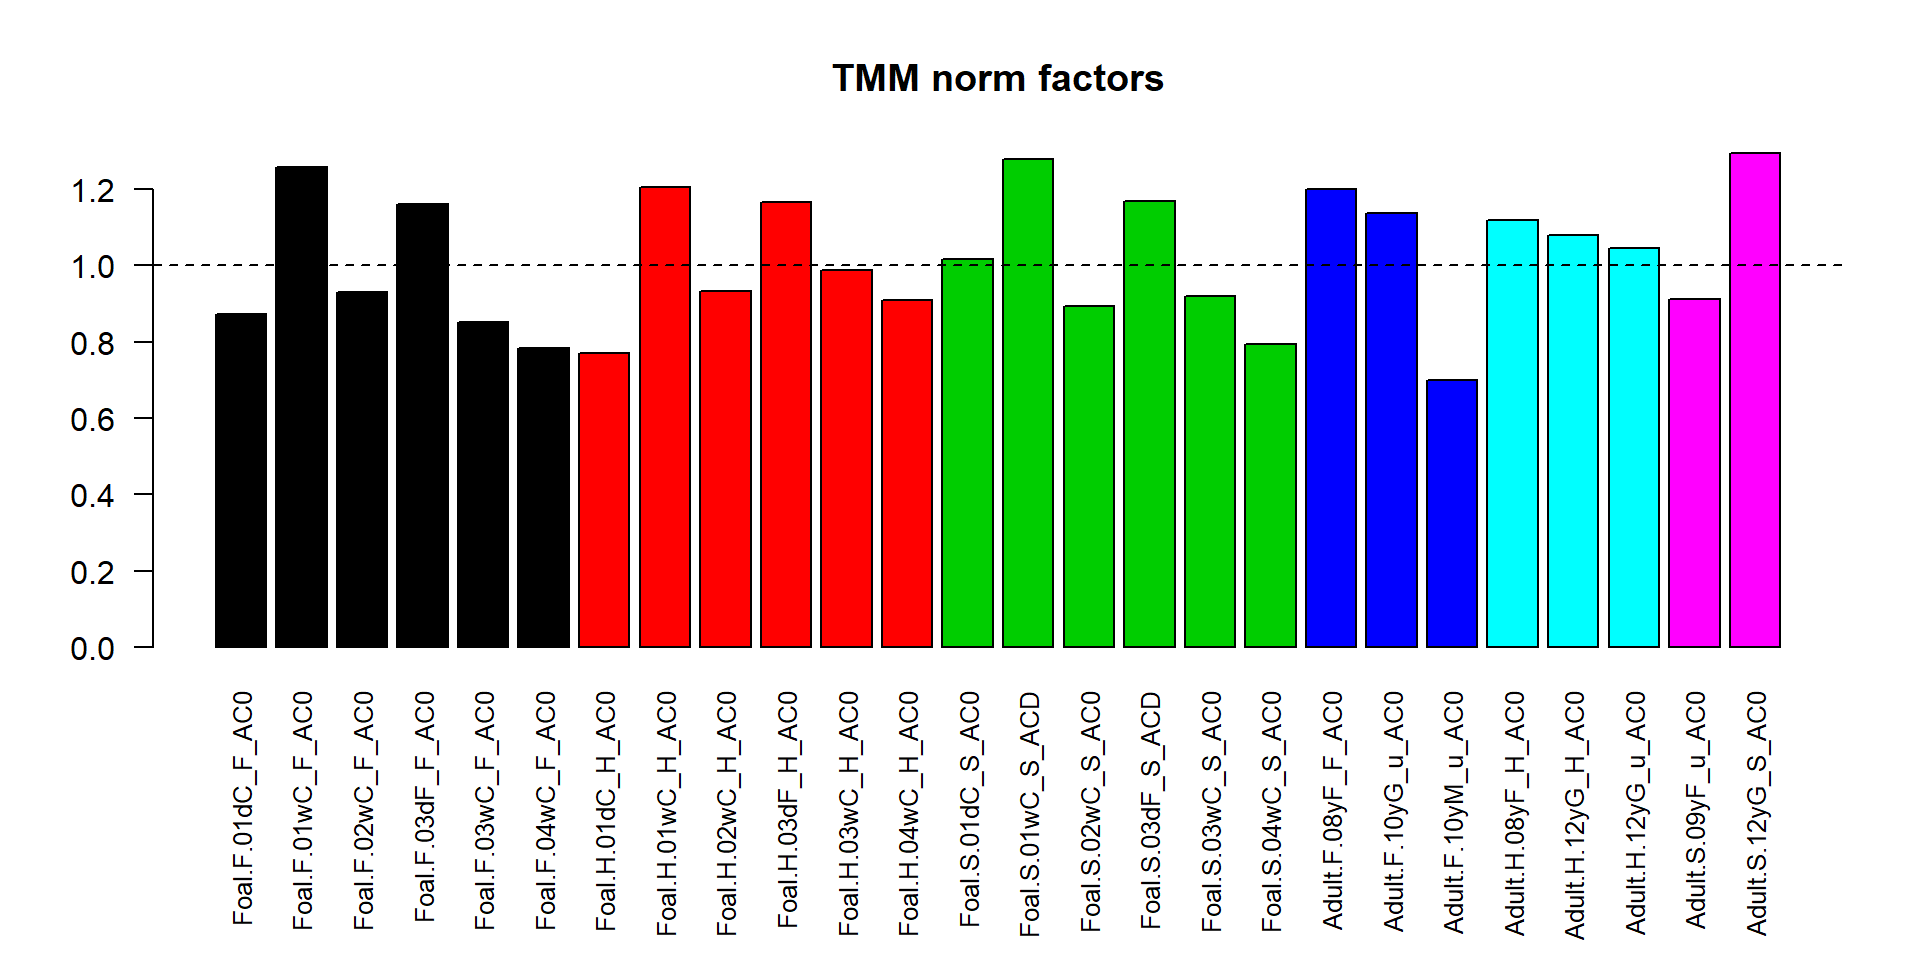
**Figure S2:** TMM normalization factors. (A) subchondral bone; (B) articular cartilage

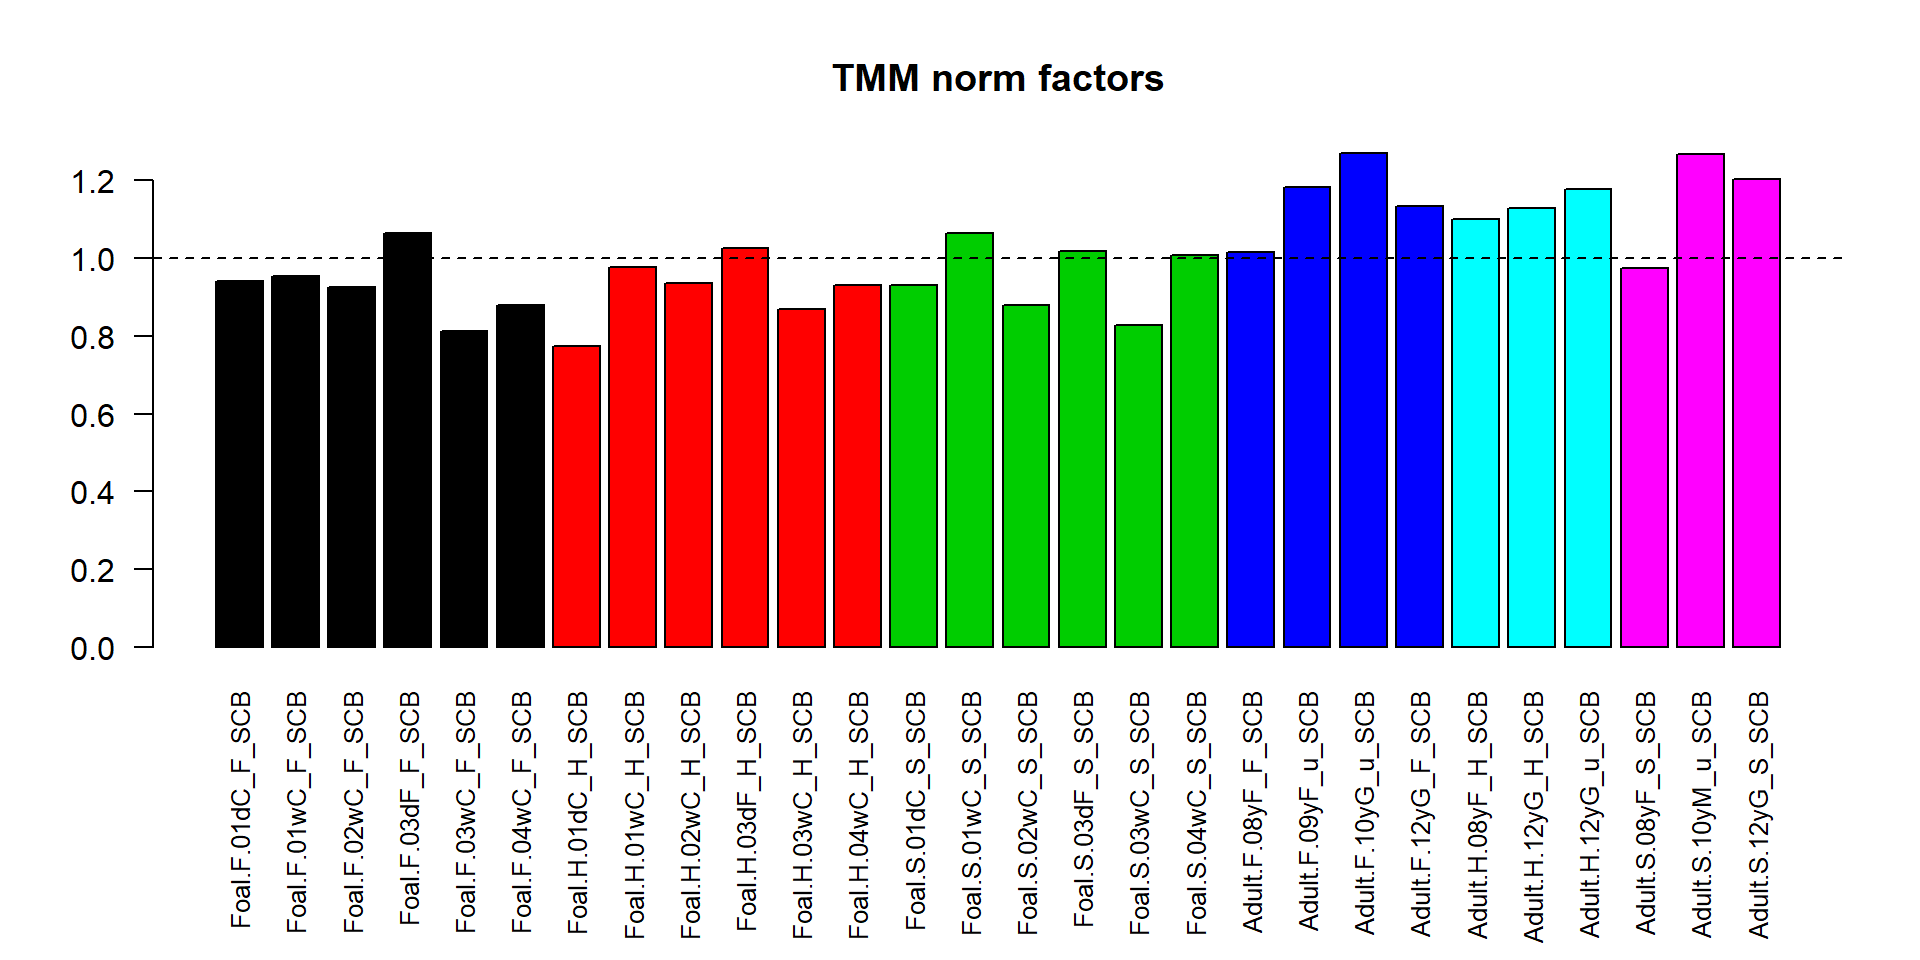

**B**

**A**

**Figure S3:** MDS plot of (A) articular cartilage; and (B) subchondral bone gene expression data prior to the removal of surrogate variables. Compare to **Figure 1** in the main text to appreciate how surrogate variable analysis accounts for nuisance variables.

**
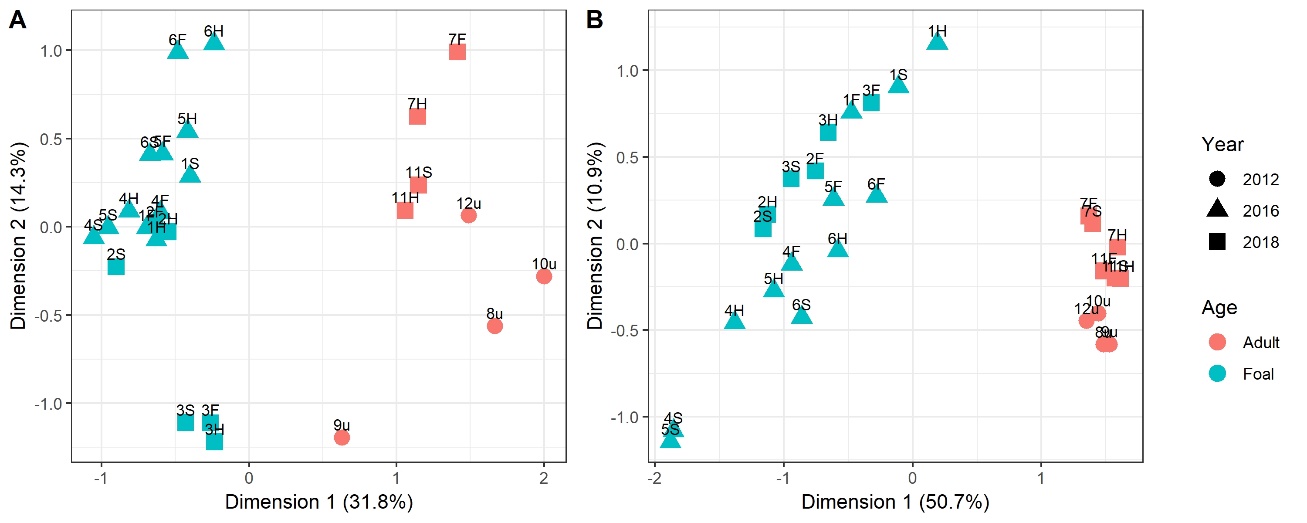
**

**Figure S4:** Boxplots of the estimated surrogate variable values (SV) for AC colored and separated by (A) sequencing year; (B) sex; and (C) individual horse. Because all 4 horses from 2012 each had only one sample, they were combined into the “singles” group in (C).

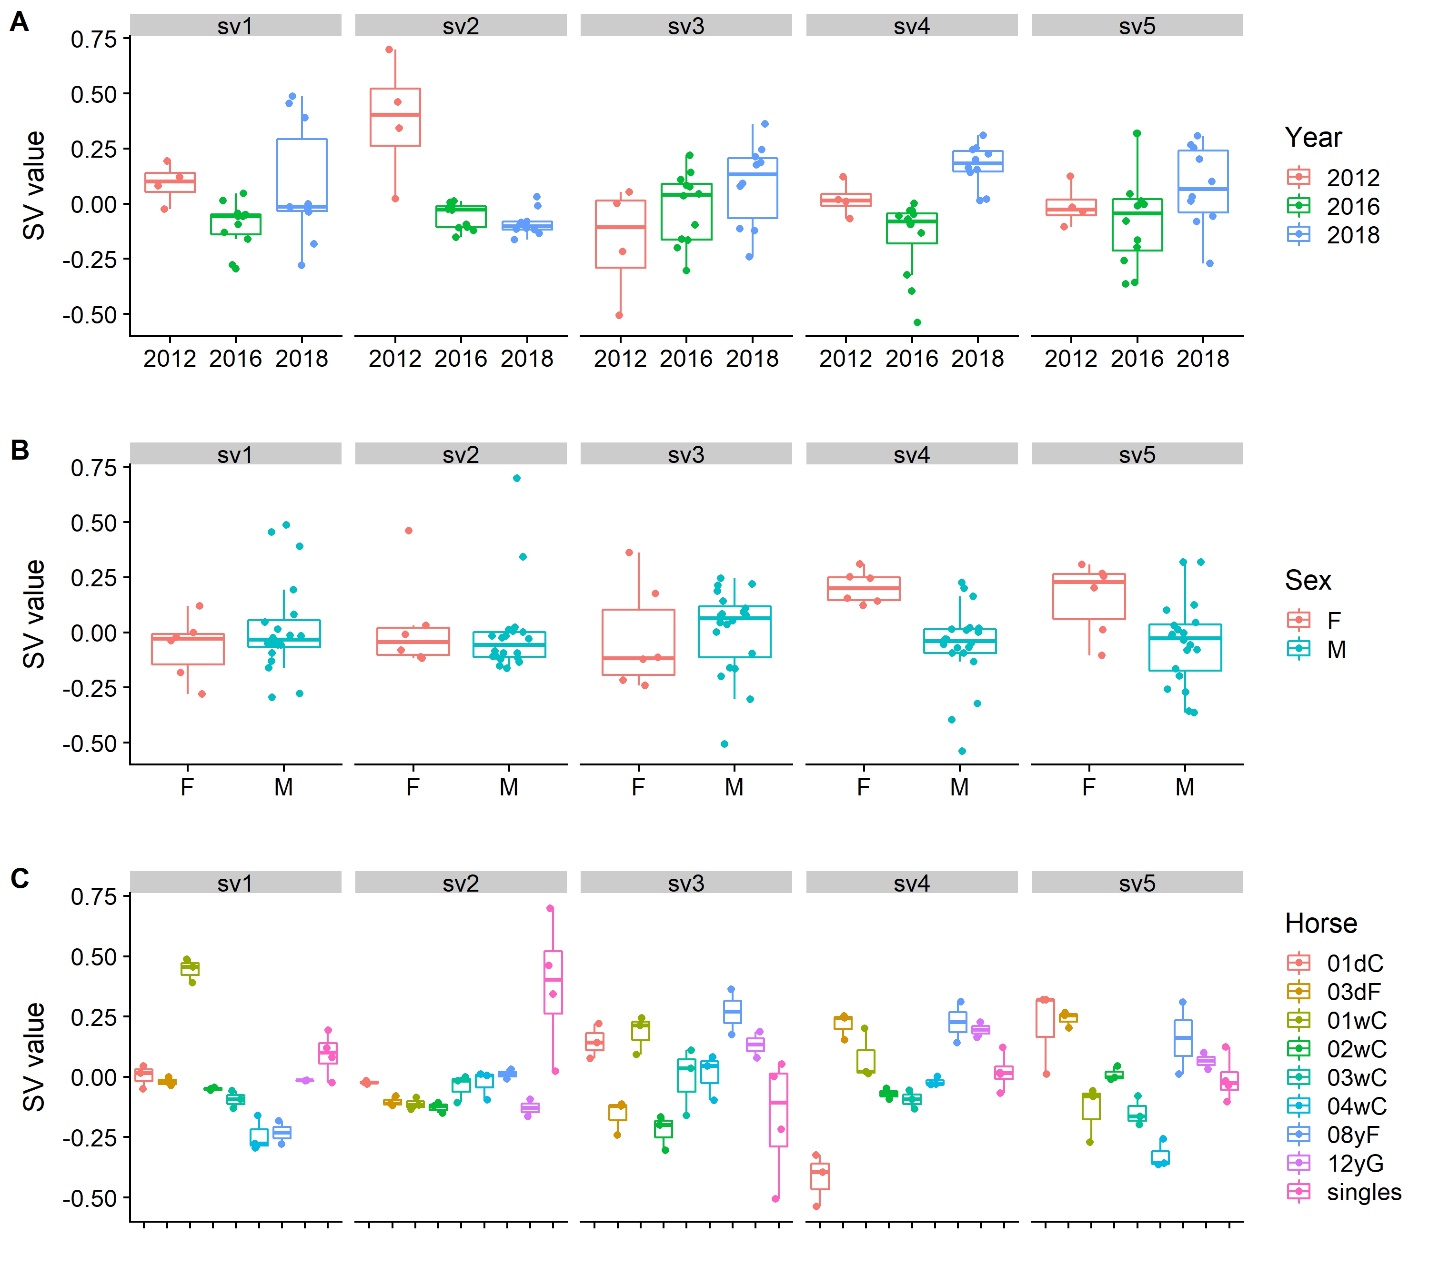

**Figure S5:** Boxplots of the estimated surrogate variable values (SV) for SCB colored and separated by (A) sequencing year; (B) sex; and (C) individual horse. Because all 4 horses from 2012 each had only one sample, they were combined into the “singles” group in (C).

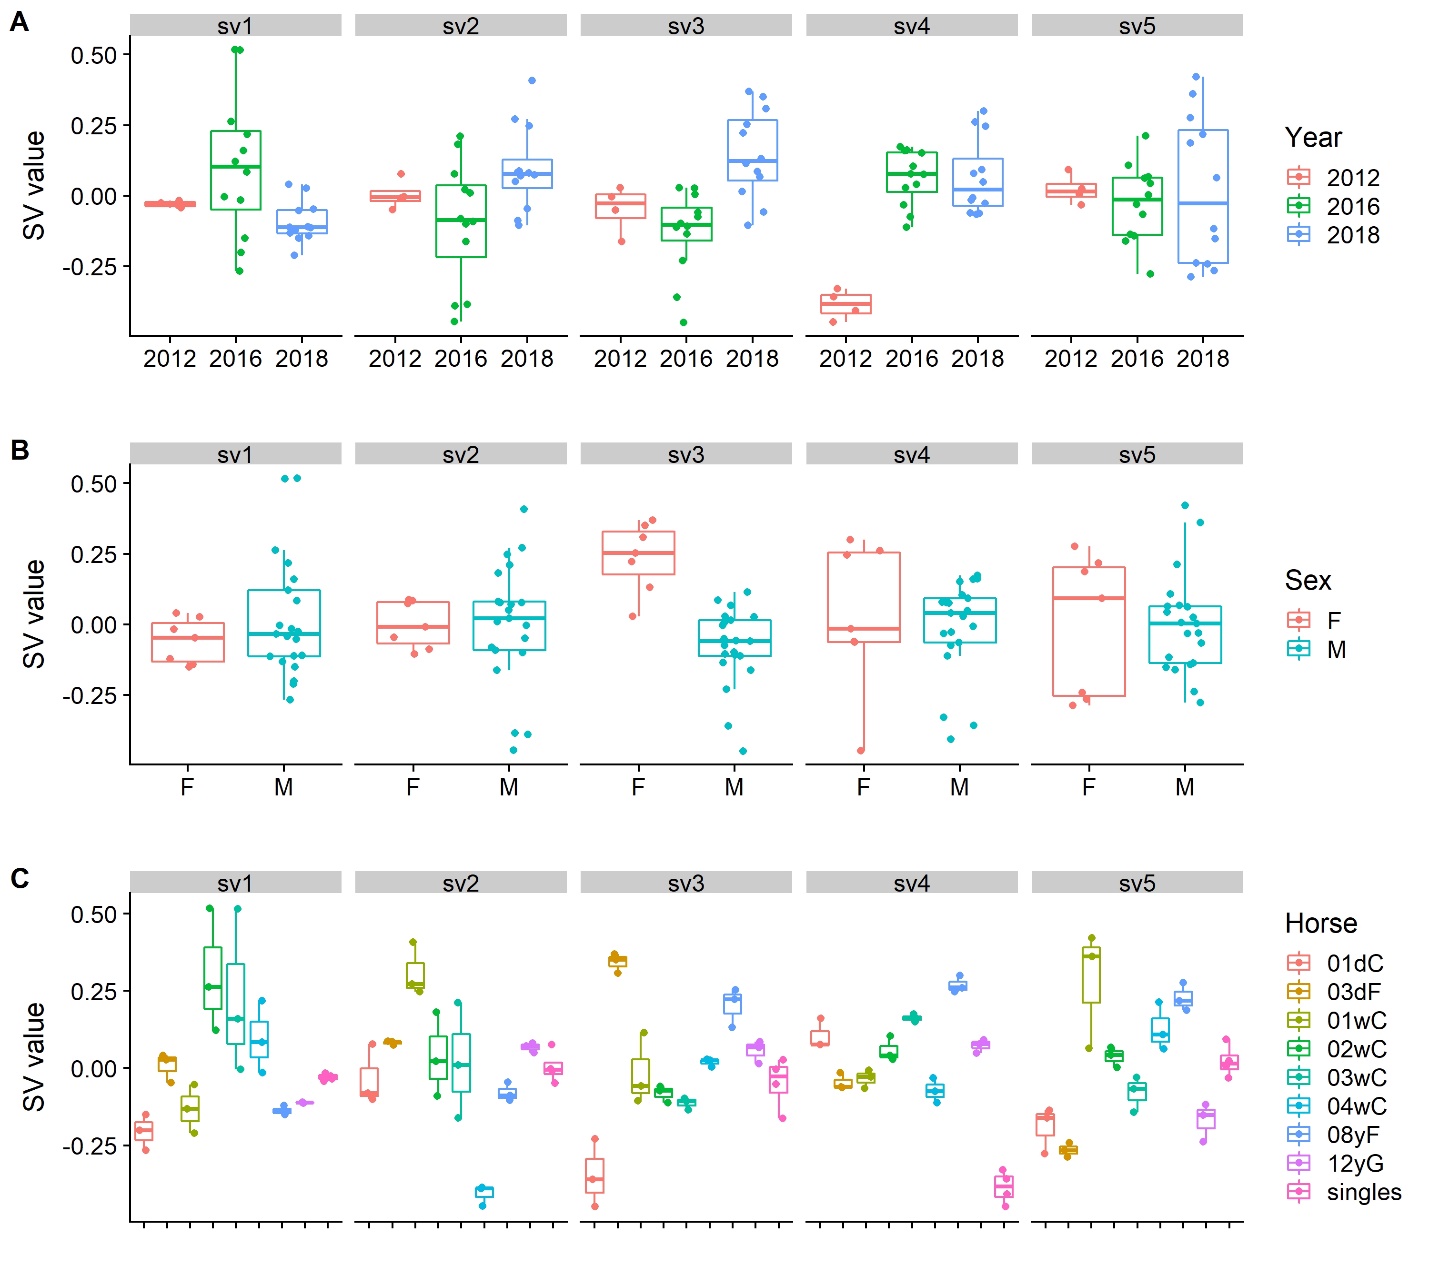

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

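RNA was sequenced from articular cartilage (AC) and subchondral bone (SCB) of 6 foals, 1 to 28 days old, and 6 adult horses. AC has 26 libraries and SCB has 28. In each tissue 18 libraries come from the 3 joints (fetlock, hock and stifle) of the foals, and the adults gave 8 AC and 10 SCB libraries. Libraries of 4 adults were pooled over joints and are assigned to 1 joint each, as the authors did.

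The authors trimmed the reads, estimated counts with Salmon and tximport on the EquCab3.0 transcriptome, and kept genes with at least 1 CPM in at least 2 samples of a tissue. The values deposited by the authors are log2 counts per megaread (CPM), with the library size scaled by the trimmed mean of M values (edgeR) and a prior count of 3. For 2 foals, the authors summed the superficial and deep stifle AC samples. AC and SCB were normalized separately, and the raw reads were not used here.

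Reads assigned to transcripts are those of Table S1, given in megareads (M). They range from 9.58 to 45.1 M per AC library and from 11.0 to 33.6 M per SCB library. At the mean effective library of 27.0 M in AC and 23.3 M in SCB, a gene without reads is listed at -3.17 and -2.96 log2 CPM. Differences near these values are imprecise. Fitted differences are not lower bounds there, since they can exceed the difference of the horse means. For COL6A6 in AC the fitted value was -3.21 and that with 1 value per horse -1.24. TMM factors were recomputed from the deposited values and this lowest value.

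Differential expression was fitted in R 4.3.3 with limma 3.58.1 (trend) and statmod 1.5.0. The model held the 6 groups of age and joint and 5 surrogate variables, estimated in 5 iterations of reweighted surrogate variable analysis written for this work. Each contrast was tested against a fold change of 1.5 (TREAT, two-sided). Adjustment was by Benjamini-Hochberg over 9 contrasts together, at an adjusted p of 0.05. A gene counted as DE between ages when 1 of the 3 age contrasts passed. The genes of a joint count are those that passed in that joint. The fit and the calling were tested on simulated data built on the mean and residual spread of each gene. In these, 200 genes per tissue with a mean log2 CPM above 1 were given a log2 effect of 2. The noise was independent between libraries, with 1 hidden factor and 1 surrogate variable in the fit. Of these genes, 170 (85%) were found in AC and 189 (94.5%) in SCB, and 0 unchanged genes were called. Libraries of a horse were not correlated there and year did not overlap with age. The simulation therefore does not measure false calls in the real libraries. The pass limit and the spread of this simulation were changed after a failed attempt.

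Single genes and marker gene sets were also averaged to 1 value per horse and compared between 6 foals and 6 adults by a two-sided exact permutation test. Multidimensional scaling used limma with the top 5000 genes. Pathway genes were those of Tables S5 and S8, matched by symbol, and pathways and gene families were compared by Fisher's exact test, two-sided. The paper named gene families from its DE genes in the same libraries, so an excess of DE genes in them restates that choice in part. Change with foal age was fitted on 1 value per foal.

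Genes were named by a rule fixed before the data were examined. It takes the genes named in the results on AC and SCB and in the discussion of these tissues, the genes of Table 4 (as a summary, with its collagen, MMP and ADAMTS genes by name), the marker genes as sets, and in each tissue the 3 largest rises and 3 largest falls among genes with a symbol that were DE in all 3 joints in the same direction. Lists of signaling and immune genes, STAG3, and the genes whose age difference differs between joints were named after their values had been seen.

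Alternatives to the model were no surrogate variables, 4 or 6 of them, sequencing year in their place, 1 value per horse, the horse as a random effect, the 2018 libraries alone, and the adults with separate joints alone. Alternatives to the test were 1 contrast of the mean over joints, other adjustments, no change or a fold change of 2 as the null, and robust empirical Bayes. Alternatives to the values were log2(CPM + 1), genes with a mean log2 CPM of at least 1, quantile normalization, and each horse left out in turn. In AC the fits without horse 8 and without horse 11 were left out, since the adult stifle would rest on 1 library. The AC fetlock library of horse 7, which has the fewest reads, was left out in a fit chosen after the values had been seen. Counts were also compared with those of 100 splits of the samples, the real split included.

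The sex of horse 10 is male in Table S1 and female in the sample labels, and sex was in none of the models. CD33 has no gene of that symbol among the genes tested. Genes that Tables S5 and S8 list under symbols absent from the files were left out, since no other name was assigned to them. Enrichment over a pathway database was not repeated, because the database was not used here.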

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

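The tests of sequencing year on the DE counts and on the largest changes (direction and size), of reads shared between MRPL44 and LOC111771726, and of complementary partner genes were chosen after the results had been seen. All other tests were set before their results, although the fit without the AC fetlock library of horse 7 was picked after its values had been seen.

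Single horses far from the others. Among 156 groups of 6 horses (named genes and marker sets), 18 held a horse that lay far outside the range of the other 5, where 7.8 are expected by chance. Genes and sets of the same horse are not independent, so this excess cannot be weighed against chance. None of the 18 (0) was the horse with the fewest reads of its age group, which goes against library depth.

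In AC, adult horse 9, with 1 pooled library assigned to the fetlock, was at 5.66 in the endothelial set (other 5 adults -0.56 ± 0.63, foals 3.62 ± 1.30) and 2.57 in the adipocyte set. It was at 4.07 for SHANK3, 7.98 for COL18A1, 7.76 for COL6A5 and 7.09 for COL6A6. Foal 3 was lowest for the chondrocyte set (9.39), COL9A1 (9.74), COL9A2 (9.38), COL9A3 (9.28), COL11A1 (10.46) and COL11A2 (9.92), and highest for KCNJ15 (2.70). Foal 6 was lowest for the adipocyte set (-0.84) and COL4A1 (5.04). Foal 4 was highest for the neuron set (-0.26) and COL6A6 (1.37). In SCB, adult horse 12 was highest for ECATH-2 (-0.12). All are log2 CPM. A difference in what each sample held, such as vessel or fat tissue in horse 9, may lie behind them; it was not tested apart from these values, and without horse 9 the AC count rose to 2693. No biological explanation was tested.

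Age differences that differ between joints. In AC, MRPL44 differed between fetlock and hock by 6.57 (limma adjusted p 3.41e-12) and LOC111771726 by -6.76 (2.19e-09). GCGR (7.40, 0.00111), DSG2 (5.80, 0.00182), TOP1MT (4.94, 0.0178), LOC111768348 (3.92, 0.0265) and LOC102148848 (6.24, 0.0407) differed between fetlock and stifle, and HHIP between hock and stifle (4.91, 0.0205). In SCB, LOC100057212 (4.91, 0.042) and TRARG1 (3.54, 0.042) differed between fetlock and stifle. Of 100 orders of the joint labels within foals, the real one included, 1 gave as many genes in AC and 1 in SCB, and the largest other count was 5 and 1. These orders leave the adult libraries in place, so an adult pattern such as that of MRPL44 stays in each. The pooled adults were assigned to joints, which limits every such comparison.

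MRPL44 and LOC111771726 lie on unplaced scaffolds, span 7221 and 7218 bases, and were on in complementary libraries. For their summed CPM the difference between fetlock and hock was -0.057, so reads shared by a near-identical copy may explain these 2 genes. Only 3 DE genes in AC (MRPL44, LOC111771726 and DOLK, named after the values were seen) had such a partner, which goes against it for the AC count as a whole. Without the AC fetlock library of horse 7, which has 9.58 megareads and 1884 genes at the lowest value, 8 of 8 genes kept an adjusted p under 0.05 and 34 genes passed in all. That goes against depth of this library as the source. For MRPL44 and LOC111771726 the libraries that differ, all assigned to the adult fetlock, come from both 2012 and 2018. Adult libraries assigned to other joints from these years do not differ, which goes against year. Of the libraries that differ, the 2 of 2012 were pools of all 3 joints. A pool without MRPL44 reads had none from its hock or stifle, which argues against a difference of the fetlock alone for MRPL44. For the other genes year was not tested, so a difference between joints in how horses mature remains a hypothesis that cannot be told apart from year or from the assignment of pooled libraries.

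Opposite directions in the tissues. Of 15824 genes tested in both tissues, 399 were DE with 1 direction in each, 332 of them (83.2%) in the same direction and 67 in opposite ones. For 15 of the 67 the foals and adults did not overlap in either tissue; random labels give 0.216% of all genes in a single tissue, a rate that does not apply to genes already called DE. The 13 with a symbol, given as AC and SCB log2 fold change, are KCNJ15 (-3.29 and 2.70), RAB37 (-2.38 and 2.82), ADRB3 (3.32 and -2.30), TUBA4A (-2.05 and 3.22), MEGF6 (2.85 and -1.88), OGN (-2.69 and 1.77), GRIN2D (4.36 and -1.77), SEMA3A (-1.71 and 3.07), ART3 (1.72 and -1.67), PPP1R9A (3.06 and -1.64), TNS2 (1.68 and -1.32), NYAP1 (1.96 and -1.31) and MYO15B (2.51 and -1.20). The difference between tissues was not tested. In the 2018 libraries 95.5% of the 67 had both directions, but these libraries helped to call the genes, so year cannot be ruled out. For 32.8% of them the SCB values followed the neutrophil granule set within age groups. With 6 horses in each age group a share of this size does not exclude marrow content, and 45 of the 67 were lower in foal SCB, as dilution by marrow would give. The opposite directions cannot be told apart from sequencing year or marrow content.

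Largest changes. The paper does not discuss the following genes, which had the largest changes by the naming rule. In AC they are SMPD3 (8.07), IL17B (7.66), SLC14A1 (-9.14), CILP (-7.74) and PLPP4 (-6.64), and in SCB OLFM4 (10.62), ECATH-2 (10.14), MPO (10.00), CILP (-8.31), CYP2F1 (-8.31) and PGFS (-7.39). In each of them all 6 foals lay on one side of all 6 adults, and 11 of 11 had the same direction in the 2018 libraries. The direction alone says little, since those libraries also served to choose the genes. In size, the changes in the 2018 libraries, where both ages share a year (2 foals and 2 adults), were 70.6% or more of those in all libraries, which goes against sequencing year as their source. Tissue content was not tested for these genes as a group, so a biological origin remains a hypothesis.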

How the results depend on the processing

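The fit without the AC fetlock library of horse 7 was chosen after the values had been seen; all other alternatives were set before the data were examined. The cause of the shifts was not tested.

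In AC, 1116 genes were DE, 643 up and 446 down. Without surrogate variables there were 610 (351 up, 243 down), with 249 up in the fetlock, 133 up and 124 down in the hock, and 151 up and 148 down in the stifle. Of the 1116 genes 490 were among these, and 99.7% had the same direction. With sequencing year in their place there were 397 (229 up, 165 down), with 128 up and 63 down in the fetlock, 109 and 115 in the hock, and 123 and 108 in the stifle; 352 were among the 1116. With the horse as a random effect, 150 genes were up and 181 down in the hock, and 214 and 165 in the stifle. With 1 value per horse there were 1140 in 1 contrast adjusted on its own, 664 of them among the 1116.

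The AC count rose to 1675 (978 up, 697 down) with 1 contrast of the mean over joints. It was 1733 (978 up, 691 down) with adjustment within each contrast, with 637 up and 358 down in the fetlock, 452 down in the hock, and 552 up and 411 down in the stifle. Adjustment over the 3 age contrasts gave 1735 (978 up, 693 down), with 636 up and 356 down in the fetlock, 452 down in the hock, and 555 up and 413 down in the stifle. The test of no change gave 4196 (2120 up, 1820 down), with 1460 and 952 in the fetlock, 1262 and 1341 in the hock, and 1190 and 1019 in the stifle. TREAT against a fold change of 2 gave 510 (313 up, 188 down), with 187 and 79, 179 and 122, and 161 and 120 in these joints. With log2(CPM + 1), 255 genes were up in the fetlock. Genes with a mean log2 CPM of at least 1 gave 701 (406 up, 278 down), with 233 up and 136 down in the fetlock, 183 down in the hock and 169 down in the stifle. Without the AC fetlock library of horse 7 there were 1567 genes, 439 of them down in the hock.

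In SCB, 3576 genes were DE. Without surrogate variables there were 2224 (976 up, 1241 down), with 468 up and 751 down in the fetlock and 626 and 748 in the hock; 2158 were among the 3576. With sequencing year there were 2131 (1014 up, 1116 down), with 435 and 622 in the fetlock and 660 and 740 in the hock; 2032 were among the 3576. The horse as a random effect gave 535 up and 816 down in the fetlock and 747 and 860 in the hock. The test of no change gave 9455 (4368 up, 4744 down), with 3324 and 3854, 3664 and 3783, and 3128 and 3166 in the fetlock, hock and stifle. TREAT against a fold change of 2 gave 1853 (903 up, 947 down), with 648 and 607, 744 and 630, and 619 and 662. Genes with a mean log2 CPM of at least 1 gave 1230 down, with 872, 848 and 824 down in the 3 joints.

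With 1 horse left out, AC counts ranged from 762 to 2693 over 10 fits, the highest without horse 9. Up genes ranged from 414 to 1744 and down genes from 333 to 830. By joint, they were 248 to 1518 up and 151 to 535 down in the fetlock, 227 to 734 and 214 to 434 in the hock, and 222 to 848 and 189 to 411 in the stifle. Without horse 9, 89.8% of the 1116 genes were called. The SCB count ranged from 2966 to 4514 over 12 fits, with 1304 to 2152 up and 1645 to 2317 down. By joint it was 935 to 1285 up and 1101 to 1573 down, 1029 to 1685 and 1099 to 1564, and 913 to 1815 up and at most 1764 down in the stifle.

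Between joints of foals, 101 AC and 95 SCB genes were DE. Without surrogate variables there were 51 and 30, with adjustment within each contrast 63 and 39, and with the test of no change 653 and 902. The horse as a fixed block gave 25 in SCB. With 1 foal left out the counts ranged from 72 to 103 and from 85 to 236.

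Dimension 1 carried 35.1% in AC and 56.3% in SCB before surrogate variables with a common selection of genes, and 28.3% and 47.2% with a smaller selection of genes. After them it carried 52.0% and 72.4%, and 45.1% and 63.8%.

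For 223 of the values of named genes under an alternative the result was the same, for 115 it was weaker and for 6 it changed sign. The last are COL6A5 at 0.21 without surrogate variables and 2.05 in the 2018 libraries, COL6A6 at 0.067 and ADAMTS8 at 0.11 in 2018, and ITGAM in AC at 0.25 with 1 value per horse and 0.58 in 2018. The share of SCB matrix genes higher in foals was 44.6% with 1 value per horse (Fisher's exact p 0.555 against the other DE genes), 45.5% in 2018 (0.0216) and 46.5% in the model with 5 surrogate variables (0.919). In AC it was 68.5% with 1 value per horse (0.0279), 66.7% with quantile normalization (0.0136) and 66.7% in the model with 5 surrogate variables (0.259); over the alternatives the p ranged from 0.0136 to 0.651 in AC and from 0.0216 to 0.555 in SCB. With the 4 foals of 2016 or with age in days, no gene had an adjusted p under 0.05 for foal age (0 in each tissue). At an unadjusted p under 0.05 there were 3656 and 954 AC and 1934 and 1332 SCB genes. A fit of 4 foals is too small for a lack of adjusted calls to show that no gene changed. Families with a different share of DE genes numbered 2 in AC and 4 in SCB for genes DE in all 3 joints, against 8 and 7.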

Differences from the paper's values

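No number that the paper states for a measure computed here differed by the criteria set before the data were examined. The count of DE genes was 1116 in AC against the paper's 1115, and 3576 in SCB against the paper's 3574. The counts of genes up and down in each joint equal the paper's.

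The gene beyond Table S2 is STAG3, with an adjusted p of 0.0498 in the fetlock. All 1115 genes of Table S2 and all 1997 genes of Table S3 as supplied were DE here.

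The genes of the enriched pathways that were matched by symbol and DE, without the kinesin pathway of AC, numbered 59 in AC against the paper's 60, and 363 in SCB against the paper's 402. For neutrophil degranulation 144 matched genes were DE against the paper's 165, and 86.2% of matched genes were higher in foals against the paper's 87.3%. Without a fold change threshold the mean over the joints was 2408 genes in AC and 6973 in SCB, against the paper's rounded 2000 and 7000. The genes found in at least 1 joint numbered 4196 and 9455, which are further from the paper's values. The paper does not state which of these counts it gives. The largest recomputed TMM factor in SCB was 1.21 against the paper's 1.27. The paper describes the factors as mostly above 1 in adults; they were above 1 in 6 of 8 adult AC libraries and 9 of 10 adult SCB libraries.

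Table 4 of the paper places ADAMTS8 among the genes higher in foals. Its log2 fold change in AC was -1.47 as the mean over joints, and it was DE in the stifle alone, at -3.68 (limma adjusted p 0.0143), with 0.17 in the fetlock and -0.91 in the hock. Of the alternatives set before the data were examined, the 2018 libraries alone gave a rise, of 0.11.

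The paper states that before removal of surrogate variables the samples did not form distinct groups by joint on the dimensions it examined. Among foals alone, with joint labels permuted within foals, joint accounted for 90.5% of the variance of dimension 7 and 80.0% of dimension 8 in AC, and for 88% of dimension 7 and 60.0% of dimension 2 in SCB, with adjusted p of 0.00154, 0.00103, 0.00309 and 0.0298 (exact permutation test, one-sided).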

Other observations

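The tests of sequencing year on the DE counts and on the size of the neutrophil difference were chosen after the results had been seen, the former to replace a test that used the same libraries to call and to check genes. All other tests here were set before their results.

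Differences between foals and adults. Of 100 splits of the libraries within joints, the real one included, 1 gave as many DE genes in AC and 1 in SCB, and the largest other count was 3 and 1. With 1 value per horse it was again 1 of 100 in each tissue. The number of families with a different share of DE genes also gave 1 of 100 in each. However, 94 of the other AC splits and 98 of the other SCB splits had no DE gene, so the comparison of families adds nothing to that of the DE counts. Reads per library did not differ between ages (exact permutation test, two-sided, p = 0.476 in AC and 0.234 in SCB), and log2 fold changes followed mean expression weakly across genes, with rank correlations of -0.072 and 0.196; genes are not independent replicates.

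Sequencing year and age overlap in part, since 2012 holds adults only and 2016 foals only. Of 3610 AC genes called from these years, 73.4% had the same direction in the 2018 libraries of other horses, so the AC differences cannot be told apart from year for a part of the genes. In SCB it was 93.6% of 2941, which goes against year as the source of most of them. The TMM factors of SCB also differed between ages (exact permutation test, two-sided, p = 0.00649), and with quantile normalization 3137 of the 3576 SCB genes were called. GC content and gene length were not tested. Age of the horses is a hypothesis for the SCB differences, which cannot be told apart from a change in marrow content, as follows.

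Neutrophil genes in SCB. Of 100 splits, 1 gave a share of neutrophil degranulation genes as far from an even one, and the largest other share was 82.1%. For sister chromatid cohesion it was also 1, with 89.6% as the largest other. For the matrix genes 82 of 100 splits did so in SCB and 33 of 100 in AC, so these shares are within what random groups give. The neutrophil share was 86.2% in the 2018 libraries, from which the genes were partly called. The neutrophil granule set, listed beforehand, differed by 10.15 in these libraries, where both ages share a year, against 8.97 in all, which goes against year as the source. Of 3 other blood lineages (erythroid, B lymphoid and megakaryocyte), 3 were higher in foals, as marrow in the bone samples would give. The differences were 4.33 (adjusted exact p 0.0379, 5 of 6 foals above the adult mean), 2.05 (0.00406, 6 of 6) and 3.59 (0.00406, 6 of 6). Within 2018 they were 1.33, 1.96 and 4.08. The T lymphoid set, which was not part of this test, was lower in foals (-0.87, adjusted exact p 0.0379, 0 of 6 foals above the adult mean). A higher content of red marrow in foal SCB is therefore a candidate explanation, which the values cannot separate from a change in expression within bone cells.

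Tissue content of AC. Of 2 nerve sets, 0 differed between ages with an adjusted p under 0.05, and 0 did so at an unadjusted p under 0.05 (exact permutation p 0.136 and 0.535, differences -0.70 and -0.17). As 50% of the neuron genes and 75% of the Schwann cell genes were found, nerve tissue cannot be ruled out. Of 3 vessel and bone sets, 0 were higher in foals after adjustment (adjusted p 0.117, 0.146 and 0.653), and 1, the endothelial set, was at an unadjusted exact permutation p of 0.039, with a difference of 3.15 and 6 of 6 foals above the adult mean. That overlap rests on horse 9 (5.66): the foals ranged from 1.19 to 4.77 and the other 5 adults from -1.11 to 0.15, and in the 2018 libraries the difference was 4.90, so vessel tissue in foal AC cannot be ruled out. Skeletal muscle genes had an adjusted exact p of 0.707 with 50% of the genes found. The erythroid and neutrophil granule sets were higher in foal AC, by 1.01 and 1.18 (adjusted exact p 0.0406 for each, 6 of 6 foals above the adult mean), with 41.7% and 64.3% of their genes found. Within 2018 the differences were 0.34 and 1.95. Each set held 1 gene with a mean log2 CPM of at least 1, which differed by 1.98 (adjusted exact p 0.0354) and -0.53 (0.702). The neutrophil granule result thus rests on genes of low expression. Blood or marrow in the foal samples cannot be ruled out. The chondrocyte and proliferation sets were also higher in foal AC, by 3.63 and 2.32 (adjusted exact p 0.0162 for each, 6 of 6 foals above every adult). Within 2018 these differences were 2.66 and 1.87. None of these tests can tell the tissue content apart from a change in expression.

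Joints and age within foals. Of 100 orders of the joint labels within foals, 1 gave as many DE genes between joints in each tissue, the largest other count being 63 in AC and 68 in SCB, against 101 and 95. With the horse as a fixed block of foals 66 and 16 of these genes were DE. Sequencing year does not differ between joints of a foal; depth and tissue content by joint were not tested, so a difference between joints is a hypothesis. No gene had an adjusted p under 0.05 for foal age (767 AC and 1375 SCB genes at an unadjusted p under 0.05). As the count is 0, all orders of the ages gave as many (100 of 100 in AC and 100 in SCB), so this comparison carries no information.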
